# Changes in Gene Expression and Cellular Architecture in an Ovarian Cancer Progression Model

**DOI:** 10.1371/journal.pone.0017676

**Published:** 2011-03-03

**Authors:** Amy L. Creekmore, William T. Silkworth, Daniela Cimini, Roderick V. Jensen, Paul C. Roberts, Eva M. Schmelz

## Abstract

**Background:**

Ovarian cancer is the fifth leading cause of cancer deaths among women. Early stage disease often remains undetected due the lack of symptoms and reliable biomarkers. The identification of early genetic changes could provide insights into novel signaling pathways that may be exploited for early detection and treatment.

**Methodology/Principal Findings:**

Mouse ovarian surface epithelial (MOSE) cells were used to identify stage-dependent changes in gene expression levels and signal transduction pathways by mouse whole genome microarray analyses and gene ontology. These cells have undergone spontaneous transformation in cell culture and transitioned from non-tumorigenic to intermediate and aggressive, malignant phenotypes. Significantly changed genes were overrepresented in a number of pathways, most notably the cytoskeleton functional category. Concurrent with gene expression changes, the cytoskeletal architecture became progressively disorganized, resulting in aberrant expression or subcellular distribution of key cytoskeletal regulatory proteins (focal adhesion kinase, α-actinin, and vinculin). The cytoskeletal disorganization was accompanied by altered patterns of serine and tyrosine phosphorylation as well as changed expression and subcellular localization of integral signaling intermediates APC and PKCβII.

**Conclusions/Significance:**

Our studies have identified genes that are aberrantly expressed during MOSE cell neoplastic progression. We show that early stage dysregulation of actin microfilaments is followed by progressive disorganization of microtubules and intermediate filaments at later stages. These stage-specific, step-wise changes provide further insights into the time and spatial sequence of events that lead to the fully transformed state since these changes are also observed in aggressive human ovarian cancer cell lines independent of their histological type. Moreover, our studies support a link between aberrant cytoskeleton organization and regulation of important downstream signaling events that may be involved in cancer progression. Thus, our MOSE-derived cell model represents a unique model for in depth mechanistic studies of ovarian cancer progression.

## Introduction

Ovarian cancer accounts for only 3% of diagnosed cancers, but is the fifth leading cause of cancer deaths among woman, with five-year survival rates of only 45% [1]. The average age of diagnosis is 63 years of age, and most patients (62%) present with metastatic disease at time of diagnosis [1]. Ovarian cancer is a heterogeneous disease with various histo- or clinicopathological subtypes that develop and present differently. The conventional view is that approximately 90% of ovarian cancers are derived from the single-cell layer of surface epithelium that surrounds the ovary [2]. As the ovarian epithelium transforms into a malignant phenotype, it differentiates into several subtypes that have been categorized into serous, mucinous, endometrioid and clear cell carcinoma, based on their morphology rather than their genotype [3]. However, the origin of individual subtypes may vary and a higher contribution from fallopian tubes and the endometrium to more aggressive cancers is currently in discussion [4]. The origin of both ovarian and fallopian epithelial is the same, namely the coelomic epithelium [2] which may contribute to the controversy.

Epithelial ovarian cancers show a high degree of genetic heterogeneity as a result of mutations, silencing, and deletions. Since changes in gene expression, either through mutation, epigenetic regulation, or differential splicing events, influence tumor development, progression, drug responsiveness and ultimately the survival of the patient, the identification of the tumor subtype and its genetic fingerprint is essential. Recently, a new classification of epithelial ovarian tumors into type I and type II cancers has been proposed: type 1 are benign to borderline tumors with relatively stable genotypes while type II includes aggressive and high grade tumors that are genetically instable and exhibit substantial genetic changes [5]. Most epithelial cancers follow a progression scheme in which initiated cells progress to adenomas to adenocarcinomas and metastasis, accumulating genetic alterations in a stepwise manner during progression [6]. This sequence has also been described for low-grade ovarian carcinomas; it is, however, debated if all ovarian cancers follow this cancer development since precursor lesions for the most aggressive ovarian tumors (type II) have not been conclusively identified [5]. Recently, Lee et al. have proposed that the fimbria of the fallopian tube may be the origin for “Type II” serous carcinomas cells [7]. They propose that type II tumors arise from “p53 signature” precursor lesions originating from amplification of secretory epithelial cells. Subsequent mutations then facilitate progression to serous tubal intraepithelial carcinoma and ultimately to serous carcinoma.

Currently, gene expression patterns have only been used successfully to distinguish between mucinous and clear cell from serous carcinomas [8] or between low-grade, low malignant potential and high-grade, metastatic tumors [9], [10], [11]. Reliable molecular or clinical markers to identify changes in the early stages of progression have not been established yet, and since the early stages of the disease are relatively asymptomatic the diagnosis often only occurs at late stages. Therefore, the characterization of gene expression profiles of early stage precursor lesions of ovarian cancer could provide new insights and identify novel targets for preventive and treatment efforts.

We have previously developed and characterized a cell model of epithelial ovarian cancer progression to study the sequence of events that lead to epithelial ovarian cancer [12]. The syngeneic mouse ovarian surface epithelial (MOSE) cells, derived from the C57BL6 mice, have undergone spontaneous transformation in cell culture. The heterogeneous MOSE cells undergo distinct phenotypical changes as they are continuously passaged in culture, with early passages representing a premalignant, non-tumorigenic phenotype, intermediate passages representing a transitional phenotype, and later passages progressing to a highly aggressive malignant phenotype when administered to immunocompetent mice. Transitional states of progression were distinguishable by alterations in growth rates, cell size, loss of contact inhibition of growth, and the capacity to grow as spheroids under non-adherent conditions. Importantly, both the MOSE-I (intermediate passage) and MOSE-L (late passage) cells have also acquired the capacity to form tumors when injected into the peritoneal cavity of syngeneic immunocompetent mice, albeit the former was less invasive [12].

In the present study, we identified significant changes in gene expression patterns as non-transformed MOSE-derived cells transition to more aggressive phenotypes and used gene ontology tools to determine their functional categories. The transitional states of this model allowed us to identify stage-dependent genes, gene products and signal transduction pathways involved in ovarian tumor progression. Here we highlight progressive changes that lead to a highly dysregulated cytoskeleton. Many of these changes were confirmed in archived human ovarian cancer microarray data sets. Importantly, we demonstrate that cytoskeleton disorganization can have profound effects on the subcellular localization of important signaling intermediates, which ultimately may lead to modulated signaling pathways contributing to ovarian cancer development. These genes, their gene products and the associated signaling pathways may represent novel targets for early intervention of neoplastic progression.

## Results

### Differentially regulated genes in mouse ovarian cancer progression

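Total RNA from cultures of mouse ovarian surface epithelial (MOSE) cells was measured on 9 Affymetrix whole-genome mouse arrays, 3 for each stage. The MOSE-E arrays held cells of passages 13, 14 and 15, the MOSE-I arrays cells of passages 63, 71 and 73, and the MOSE-L arrays cells of passages 136, 142 and 143. The authors computed the deposited signals with the MAS 5.0 algorithm and scaled each array to a trimmed mean of 500, so that the values are linear intensities without a unit. The deposited table held 45101 probe sets, of which 64 were Affymetrix controls. Signals were taken as log2 of the signal plus 50, and the 13845 probe sets with a signal over 500 on at least 1 array were tested with 1 linear model of all 9 arrays in limma. These probe sets covered 7952 genes, and each gene was represented by the one of them with the highest mean signal among those naming that gene alone. A change was called at an adjusted p of at most 0.05 and a change of at least 1 on this log2 scale in either direction. For dim genes this scale understates the fold, because 32.4% of all signals lay under the added 50. Group values below are means of the signals with the SD of the 3 arrays.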

To identify gene expression changes during the progression of epithelial ovarian cancer and determine potential stage-specific patterns, we used whole genome microarray analysis to compare gene expression levels in cells representing benign (MOSE-E), intermediate (MOSE-I), and malignant (MOSE-L) stages of mouse ovarian cancer. 

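Pearson correlations of the log2 signals between arrays of a stage were 0.986 for MOSE-E replicates 2 and 3, 0.985 for MOSE-I replicates 2 and 3, and 0.934 for MOSE-L replicates 1 and 2. The remaining replicate of each stage stood farther from its group. MOSE-E replicate 1 correlated at 0.951 and 0.955 with the other MOSE-E arrays, MOSE-I replicate 1 at 0.939 and 0.947 with the other MOSE-I arrays, and MOSE-L replicate 3 at 0.889 and 0.907 with the other MOSE-L arrays. Embigin (Emb), a membrane protein that escorts monocarboxylate transporters, gave signals of 8869, 18058 and 9126 on the MOSE-L arrays and 65.6, 11.3 and 31.4 on the MOSE-E arrays. Keratin 8 (Krt8), a structural protein of simple epithelia, gave 9032, 7610.4 and 3534 on the MOSE-L arrays, against 17120.0, 18246 and 16697 on the MOSE-E arrays. The ribonucleotide reductase subunit Rrm2, needed for DNA synthesis, gave 5782, 8900.4 and 1040.5 on the MOSE-L arrays, its lowest value on replicate 3. The first principal component held 49.3% of the variance between arrays and the second 26.4%. The p-values given with the array data measure the spread between these cultures of 1 cell series, not between independently derived series.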

Three biological replicates were used to take into account variations within the heterogeneous cultures. 

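Embigin had the largest rise on this scale, a log2 change of 7.10 (adjusted p = 1.23e-06) from 36.1 ± 27.5 in MOSE-E and 12018 ± 5232 in MOSE-L cells (SD, n = 3). Its MOSE-E signal was near background, as was that of Amhr2 below, so the size of both changes depends on the added 50. So do the sizes of the Tagln and Cdh11 falls below, as their mean MOSE-L signals lay under 50. The erythroid differentiation regulator Erdr1 rose from 115 ± 124 to 10545 ± 6274 (log2 change 5.98, adjusted p = 7.78e-05), and the cornified envelope precursor Sprr1a rose to 14268 ± 3058 from 229 ± 9.44 (log2 change 5.66, adjusted p = 1.11e-05). Chchd10, a mitochondrial protein, rose by 5.53 on the log2 scale (adjusted p = 1.12e-05) to 28973 ± 6750.0. The anti-Müllerian hormone receptor Amhr2 was near background in MOSE-E cells at 9.10 ± 5.34 and reached 2518 ± 1701 in MOSE-L cells (log2 change 5.25, adjusted p = 4.84e-05). Among the falls, transgelin (Tagln), an actin-binding protein of contractile cells, went from 21620.0 ± 12050.0 to 48.8 ± 55.2 (log2 change -7.72, adjusted p = 0.000182). The collagen gene Col1a2 fell from 37475 ± 13300.0 to 234 ± 41.1 (log2 change -6.98, adjusted p = 2.59e-06), cadherin 11 (Cdh11) from 6801 ± 2301 to 46.7 ± 25.2 (log2 change -6.12, adjusted p = 4.84e-05), and the basement membrane gene nidogen 1 (Nid1) from 7157 ± 2837 to 66.4 ± 3.98 (log2 change -5.87, adjusted p = 1.23e-06). Across the 13845 tested probe sets, 1056 were called higher (722 genes) and 1021 lower (668 genes) in MOSE-L than in MOSE-E cells. Over all tested probe sets the 2 groups did not overlap in 43.8%, where chance gives 10% for 3 arrays against 3. Leaving out 1 array at a time gave 742 to 1198 higher and 681 to 1195 lower probe sets.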

Of the 45,102 probe sets on the microarray (representing 18,136 annotated genes), 960 probe sets were found to be significantly up-regulated (701 annotated genes) and 1006 were significantly down-regulated (711 annotated genes) greater that 2 fold (p≤0.05) between MOSE-E and MOSE-L cells. Of these 1966 changing probe sets, 58.9% exhibited no significant change in expression levels during the progression between MOSE-E and MOSE-I, indicating the majority of changes in gene expression are associated with later events in the malignant progression in our model, with 608 increasing and 549 decreasing as cells transition from MOSE-I to MOSE-L. In contrast, 33.3% of the affected genes showed a progressive increase (272 probe sets) or decrease (382 probe sets) in expression as cells transition from MOSE-E to MOSE-I to MOSE-L cells (Figure 1). 

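Matrix metalloproteinase 2 (Mmp2), which cleaves collagen IV, measured 1476 ± 240.0 in MOSE-E, 1058 ± 222 in MOSE-I and 64.4 ± 16.9 in MOSE-L cells (SD, n = 3). Its log2 change was -0.47 to MOSE-I (adjusted p = 0.180) and -3.73 to MOSE-L (adjusted p = 3.68e-06). Clusterin (Clu), a secreted chaperone, followed the same course upward at 795 ± 252 in MOSE-E, 699 ± 266 in MOSE-I and 20630.0 ± 10230.0 in MOSE-L cells, with a log2 change of -0.19 to MOSE-I (adjusted p = 0.778) and 4.54 to MOSE-L (adjusted p = 3.62e-05). The DNA damage response gene Gadd45a rose to 5953 ± 4646 in MOSE-L cells (log2 change 3.38, adjusted p = 0.000855) without a called change in MOSE-I cells (log2 change -0.47, adjusted p = 0.536). The growth factor receptor adaptor Grb10 fell from 3099.5 ± 307 in MOSE-E to 109.7 ± 22.4 in MOSE-I and 63.0 ± 15.0 in MOSE-L cells (log2 change against MOSE-E -4.31, adjusted p = 1.35e-05, and -4.80, adjusted p = 8.42e-07), and the change from MOSE-I to MOSE-L cells was not called (log2 change -0.50, adjusted p = 0.115). Membrane-type metalloproteinase Mmp14 went from 20159 ± 6137 to 4817 ± 1711 and 2380.0 ± 309 (log2 change against MOSE-E -2.06, adjusted p = 0.00362, and -3.02, adjusted p = 7.78e-05), while the lysosomal glycoprotein gene Creg1 climbed from 991 ± 327 to 7069.9 ± 3154 and 10331 ± 2175 (log2 change against MOSE-E 2.73, adjusted p = 0.00203, and 3.34, adjusted p = 0.000101). Of the 2077 probe sets called between MOSE-L and MOSE-E, 1699 (81.8%) were not called between MOSE-I and MOSE-E, 937 of them higher and 762 lower in MOSE-L cells. A call between MOSE-L and MOSE-I in the same direction was made for 931 of these 1699. A further 210 (10.1%, 61 higher and 149 lower) were called the same way at MOSE-I with an MOSE-L fold larger by at least 0.4. These shares moved with single arrays: without MOSE-E replicate 1, 2 or 3, MOSE-I replicate 2 or 3, or MOSE-L replicate 3, the late share ran from 70.9 to 94.6% and the progressive share from 3.30 to 15.6%.

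**Figure D1:**
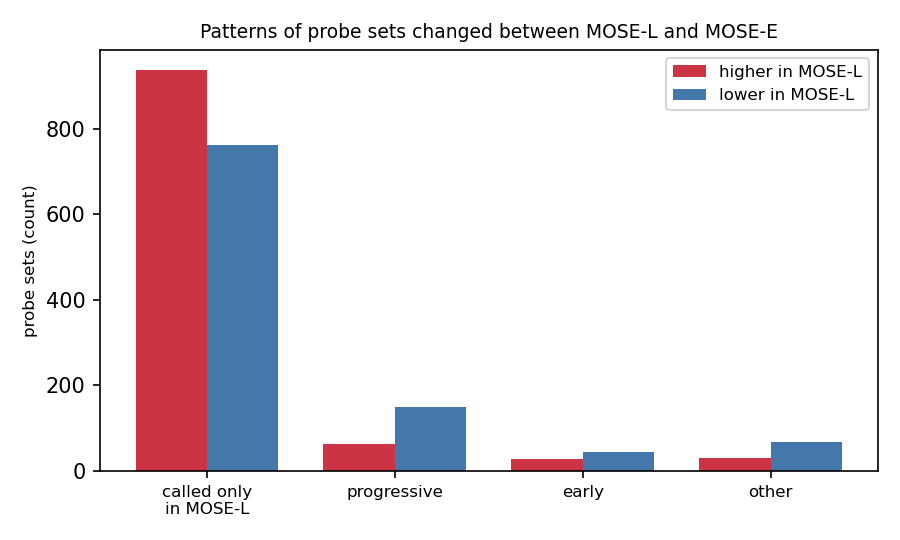
Probe sets called between MOSE-L and MOSE-E cells, counted by course over the stages. The horizontal axis lists the 4 courses, the vertical axis is the number of probe sets from 0, and the bars part those higher from those lower in MOSE-L cells. The late bars hold 937 and 762 probe sets, the progressive bars 61 and 149, the early bars 28 and 44, and the remaining bars 30 and 66.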

A small number of affected probes sets, 3.9%, demonstrated MOSE-I/MOSE-E ratios that were within 0.4 fold of MOSE-L/MOSE-E ratios, indicating that these gene expression changes may be associated with very early events in malignant progression of our cells. Together these data indicate that most of the changes in gene expression levels either occur continually, in a stepwise fashion, throughout the progression of our model or take place in later stages while only a limited subset change during early stages. 

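The matricellular gene Ccn1, an integrin ligand, measured 22928 ± 13550.0 in MOSE-E, 3319 ± 953 in MOSE-I and 3518 ± 809 in MOSE-L cells (SD, n = 3). Its log2 change was -2.56 to MOSE-I (adjusted p = 0.0101) and -2.47 to MOSE-L (adjusted p = 0.00375), and the first call was lost without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0501 to 0.0611). Epb41l1, which links membranes to spectrin and actin, measured 352 ± 139 in MOSE-E, 1345 ± 192 in MOSE-I and 1242 ± 464 in MOSE-L cells, a log2 change of 1.84 to MOSE-I (adjusted p = 0.00810) and 1.67 to MOSE-L (adjusted p = 0.00387). Its relative Epb41l4a rose by 1.62 (adjusted p = 0.0215) and 1.89 (adjusted p = 0.00422) on the log2 scale. The MOSE-I call of Epb41l1 ended without MOSE-E replicates 2 or 3 (adjusted p = 0.0530 and 0.0534), and that of Epb41l4a without MOSE-E replicates 2 or 3 (adjusted p = 0.104 and 0.0918). The ubiquitin ligase adaptor Klhl13 fell from 1686 ± 468 to 12.8 ± 15.1 in MOSE-I and 17.5 ± 23.9 in MOSE-L cells (log2 change -4.78, adjusted p = 0.000713, and -4.70, adjusted p = 6.70e-05), but the ratios of its near-background signals differed by more than 0.4. In all, 72 probe sets (3.47%) were called the same way at both stages with folds within 0.4 of each other, 28 higher and 44 lower. The percent of changed probe sets early in course was 6.72% without MOSE-E replicate 1, 0.332% without MOSE-E replicate 2, 0.562% without MOSE-E replicate 3, 2.13% without MOSE-I replicate 2, 0.827% without MOSE-I replicate 3 and 6.06% without MOSE-L replicate 3. The last 96 probe sets (4.62%) had a larger fold at MOSE-I or opposite calls.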

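The transcription factor Twist2 peaked in MOSE-I cells at 1884 ± 158 (SD, n = 3), against 62.5 ± 37.9 in MOSE-E and 110.4 ± 43.9 in MOSE-L cells (MOSE-I log2 change 4.17, adjusted p = 0.000305). The alarmin gene Il33 rose to 4227 ± 2401 in MOSE-I from 298 ± 93.7 in MOSE-E cells (log2 change 3.44, adjusted p = 0.00362). The insulin-like growth factor binding gene Igfbp2 fell from 5132 ± 2306 to 57.5 ± 46.0 at this step (log2 change -5.58, adjusted p = 0.00127), and the fibrillar collagen gene Col11a1 from 2605 ± 1560.0 to 63.0 ± 81.8 (log2 change -4.54, adjusted p = 0.00345). The surface glycoprotein gene Cd24a rose from 3233 ± 1397 to 15245 ± 2000.0 in MOSE-I cells (log2 change 2.30, adjusted p = 0.00362) and lay at 982 ± 352 in MOSE-L cells, a log2 change of -3.94 from MOSE-I (adjusted p = 4.26e-05). Between MOSE-I and MOSE-E cells, 273 probe sets (209 genes) were called higher and 520 (347 genes) lower. Over all tested probe sets these 2 groups did not overlap in 41.5%, where chance gives 10%. Between MOSE-L and MOSE-I cells, 1115 probe sets (732 genes) were called higher and 810 (554 genes) lower. The MOSE-I counts against MOSE-E depended on single arrays: they were 494 and 739 without MOSE-E replicate 1, 40 and 87 without replicate 2, 41 and 88 without replicate 3, 130 and 300 without MOSE-I replicate 2, and 64 and 153 without MOSE-I replicate 3. The MOSE-L counts against MOSE-I were 671 and 485 without MOSE-L replicate 3, and the higher count was 1619 without MOSE-L replicate 1. Probe sets called against MOSE-E in both later stages numbered 113 higher and 256 lower, where unrelated lists would share 20.8 and 38.4. Both comparisons use the same MOSE-E arrays. In 50 simulations without changes, lists of these lengths taken by rank shared a mean of 129 (112 to 142) and 210 (190 to 234). The higher overlap lay within the simulated range and the lower one above it. These simulated lists were cut by length, not by the thresholds of a call. By calls, no probe set was shared in any of 50 simulations. Lists by rank therefore do not show how many shared calls the MOSE-E arrays alone would give. Part of the overlap may come from the MOSE-E arrays, which at 3 arrays cannot be split. From the shares of late, progressive and early probe sets, the paper concludes that most changes of expression in this model arise stepwise or in the later stages.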

The complete data set can be found in the GEO data base (GSE24789).

**Figure 1:**
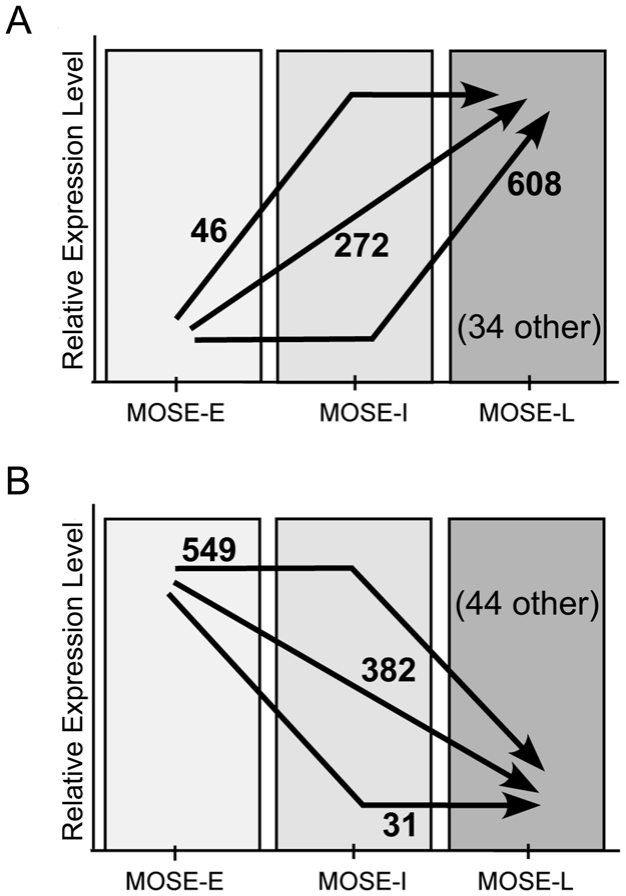
Gene expression changes during progression of MOSE cells. Of 45,102 probe sets analyzed, 970 were significantly (p≤0.05) up-regulated (**A**) and 1006 were down-regulated (**B**) greater than two fold. Arrows indicate pattern of expression changes with number of probe sets indicated next to the arrow. Probe sets indicated as other did not follow the described patterns.

### Over-represented gene ontology categories in ovarian cancer progression

To detect pathways that may contribute to the promotion and progression of ovarian cancer, the Gene Trail program was used to identify the functional categories of genes that demonstrate statistically significant changes in their expression levels between MOSE-E and MOSE-L cells. Gene Trail is an advanced gene set enrichment analysis tool that determines over-represented gene ontology categories in data sets [13]. The over-represented cellular component, biological process, and molecular function gene ontology categories found in the MOSE-L versus MOSE-E differentially expressed gene sets are listed in Table 1 (p<0.01). 

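Cathepsin H (Ctsh), a lysosomal protease, rose from 467 ± 50.5 in MOSE-E to 3416 ± 1551 in MOSE-L cells (log2 change 2.62, adjusted p = 0.00265; SD, n = 3), and the lysosomal cholesterol carrier Npc2 rose from 7642 ± 1738 to 21389 ± 4109 (log2 change 1.48, adjusted p = 0.00113). The sterol demethylase Cyp51 rose from 3767 ± 1728 to 18361 ± 2812 (log2 change 2.35, adjusted p = 0.000298), and the fatty acid desaturase Fads1 from 3235 ± 671 to 10228 ± 2406 (log2 change 1.64, adjusted p = 0.000602). Collagen gene Col1a1 fell from 21657 ± 10980.0 to 3330.2 ± 821 (log2 change -2.54, adjusted p = 0.00172). Receptor genes went both ways: the fibroblast growth factor receptor Fgfr1 rose by 1.91 (adjusted p = 0.00633) and the collagen receptor Ddr2 changed by -2.51 (adjusted p = 0.00214) on the log2 scale, and so did the Wnt receptors Fzd5 (log2 change 2.48, adjusted p = 0.000204) and Fzd8 (log2 change -2.62, adjusted p = 0.00173) and the tyrosine phosphatases Ptpn13 (log2 change 1.44, adjusted p = 0.000345) and Ptprg (log2 change -3.39, adjusted p = 4.11e-05). Igfbp7, which binds insulin-like growth factors, rose from 5335 ± 1716 to 18604 ± 4513 (log2 change 1.82, adjusted p = 0.00160). Gene lists fixed before the data were examined were compared with all other tested genes by camera at a preset correlation of 0.01. Some lists share genes with the paper's tables, which report these same arrays, and some match categories of Table 1. Fixing them beforehand does not make them independent of the paper's results. Of 24 lysosomal genes, 7 rose and none fell (adjusted p = 5.25e-06; adjusted p = 0.394 with an estimated correlation), with medians of 0.52, 0.70 and 1.28 on the 3 MOSE-L arrays. The highest median was on replicate 3, the array with the highest ratio of 3' to 5' Actb control signals (1.83). Its Gapdh ratio was the lowest of all arrays (0.727). RNA quality was not tested for the lysosomal list and stays open. Of 20 genes of cholesterol synthesis, 11 rose and none fell, 12 when adjusted over the list alone (adjusted p = 2.86e-07; adjusted p = 0.394 with an estimated correlation), with medians of 1.43, 1.26 and 0.73 on the MOSE-L and 0.57, -0.29 and -0.23 on the MOSE-E arrays. Of 18 genes of fatty acid synthesis and storage, 8 rose and 1 fell (adjusted p = 0.000171; adjusted p = 0.194 with an estimated correlation). Of 31 collagen and matrix genes, 1 rose and 16 fell (adjusted p = 5.55e-07; adjusted p = 0.394 with an estimated correlation), and MOSE-E replicate 1 had the same median as MOSE-L replicate 3 (medians -1.86, -1.28 and -0.73 on the MOSE-L and -0.73, 0.43 and 0.36 on the MOSE-E arrays). Of 25 nuclear pore genes, 3 fell and none rose (adjusted p = 0.00144; adjusted p = 0.394 with an estimated correlation; medians -0.62, -0.18 and -0.66 on the MOSE-L and -0.15, 0.079 and -0.0047 on the MOSE-E arrays). Apart from cholesterol synthesis, these counts were the same when adjusted over the list alone. Of the nuclear pore genes, Ndc1 and Nup160 lost their calls without MOSE-E replicate 2 (adjusted p = 0.0508 and 0.0616). Receptor tyrosine kinases (3 rose and 3 fell of 21; adjusted over the list alone, 4 and 3), tyrosine phosphatases (3 and 3 of 25; the same adjusted over the list alone), Frizzled and Smoothened receptors (2 and 3 of 8; the same adjusted over the list alone) and insulin-like growth factor binding genes (3 and 3 of 13; adjusted over the list alone, 3 and 4) did not pass camera, at adjusted p = 0.904, 0.424, 0.904 and 0.353. The Frizzled and phosphatase lists had positive medians (0.12 and 0.12), negative means (-0.12 and -0.057) and camera pointed up. Without MOSE-E replicate 2 the falls of Fzd6 (adjusted p = 0.113) and Fzd2 (log2 change -0.97) were not called. Across 35 lists, camera called 20 between MOSE-L and MOSE-E, and with a correlation estimated from the arrays 1 call held, that of the Hox genes. The rotation test fry, which does not compare a list with other genes, called 24 for a change on balance one way, and 33 in its mixed form, for changes in either direction.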

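Cyclin E2 (Ccne2), which starts S phase, fell from 2196 ± 209 in MOSE-E to 526 ± 281 in MOSE-L cells (log2 change -2.11, adjusted p = 0.00189; SD, n = 3). The microtubule-depolymerizing kinesin Kif2c fell from 2388 ± 152 to 686 ± 481 (log2 change -2.03, adjusted p = 0.0109), with a log2 change of -1.32 without MOSE-L replicate 3. Rrm2 fell from 18500.0 ± 1003 to 5241 ± 3958 (log2 change -2.27, adjusted p = 0.0178), a call that ended without MOSE-E replicates 2 or 3 (adjusted p = 0.0504 and 0.0582), and its log2 change was -1.36 without MOSE-L replicate 3. The mitotic ubiquitin-conjugating enzyme Ube2c had a log2 change of -2.14 (adjusted p = 0.0221), likewise lost without MOSE-E replicates 2 or 3 (adjusted p = 0.0643 and 0.0739) and -1.26 without MOSE-L replicate 3. Of 39 genes of mitosis and the spindle, listed before the data were examined, 29 fell and 1 rose between MOSE-L and MOSE-E cells (33 and 1 adjusted over the list alone), with a median of -1.57 (adjusted p = 6.58e-09 from camera; adjusted p = 0.406 with an estimated correlation). The count of 29 depended on single arrays. Without MOSE-E replicate 2 the calls of Anln, Aspm, Birc5, Ccna2, Ckap2, Incenp, Mki67, Prc1, Tpx2 and Ube2c ended (adjusted p = 0.0521 to 0.106). Those of Aspm, Ckap2, Incenp, Prc1 and Ube2c ended without MOSE-E replicate 3 too. The median of the 39 genes was -1.0, -0.62 and -2.91 on MOSE-L replicates 1, 2 and 3. Of 36 genes of DNA replication and S phase, 13 fell and none rose (18 and none adjusted over the list alone; median -1.03, adjusted p = 5.34e-07; adjusted p = 0.458 with an estimated correlation), and their medians on the MOSE-L arrays were -0.88, -0.21 and -2.21. Between MOSE-I and MOSE-E cells no gene of either list was called by limma. The S phase list had a median of 0.34 at that step (adjusted p = 0.0542 from camera, and 0.899 with an estimated correlation). At the preset correlation it passed without MOSE-E replicate 2 (adjusted p = 0.0485), MOSE-I replicate 2 (adjusted p = 0.0263), or MOSE-L replicate 2 or 3 (adjusted p = 0.0217 and 0.00179).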

Over-representation of genes in the cell cycle and cell proliferation categories was anticipated due to the previously reported increased growth rate of the MOSE-L cells [12] and the involvement of the uncontrolled cell proliferation in cancer [14]. Interestingly, the cytoskeleton and Metal Ion/Cation binding categories represented a significant number of the differentially expressed genes, with a substantial overlap of genes categorized in both of these ontology categories. However, in contrast to the broad range of functions of the genes in the Metal Ion/Cation binding category, genes compiled in the cytoskeleton gene ontology category were functionally very specific. 

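Calponin 2 (Cnn2), which binds actin filaments, fell from 8647 ± 3411 in MOSE-E to 1151 ± 414 in MOSE-L cells (log2 change -2.83, adjusted p = 0.000591; SD, n = 3). The focal adhesion cofactor Tgfb1i1 (Hic-5) fell from 2904 ± 1409 to 59.2 ± 71.5 (log2 change -4.81, adjusted p = 0.000209), and the myosin heavy chain Myh10 from 8911 ± 2640.0 to 3189 ± 594 (log2 change -1.44, adjusted p = 0.00364). A list of serum response factor and smooth muscle contractile genes, among them Srf, Fos and Egr1, was fixed before the data were examined. Of its 24 measured genes, 13 fell and none rose (14 adjusted over the list alone; median -1.53, adjusted p = 5.55e-07 from camera; adjusted p = 0.394 with an estimated correlation). Their medians were -1.24, -1.26 and -1.74 on the MOSE-L arrays and -0.70 on MOSE-E replicate 1. Of 5 actin isoform genes, 4 fell and none rose (adjusted p = 0.00715; adjusted p = 0.394 with an estimated correlation). Without MOSE-E replicate 3 the calls of Acta1, Actg1 and Actg2 ended. Of 10 tubulin genes, 5 fell (6 adjusted over the list alone) and none rose (adjusted p = 0.000171; adjusted p = 0.394 with an estimated correlation), with medians of -0.72, -0.51 and -2.14 on the MOSE-L arrays. Of 11 kinesins of mitosis, 5 fell (9 adjusted over the list alone) and none rose (adjusted p = 0.000125; adjusted p = 0.394 with an estimated correlation; medians -1.15, -0.61 and -3.04). Of these kinesins, Kif4, Kif23 and Cenpe lost their calls without MOSE-E replicate 2 (adjusted p = 0.0934, 0.0706 and 0.0579), and also without MOSE-E replicate 3. Of 5 keratins, 4 fell and none rose (adjusted p = 0.000171; adjusted p = 0.194 with an estimated correlation; medians -0.94, -1.64 and -2.28), and of 6 other intermediate filament and lamin genes, 3 fell and none rose (adjusted p = 0.0168; adjusted p = 0.394 with an estimated correlation; medians -1.55, -0.36 and -1.84). MOSE-L replicate 2 of this last list lay above MOSE-E replicate 1 (-0.71). Of the same list, Lmnb1 and Dsp lost their calls without MOSE-E replicate 2 (adjusted p = 0.119 and 0.165). The actin, keratin and intermediate filament counts were unchanged when adjusted over the list alone. Genes of the actin, keratin, tubulin and kinesin lists are also in the paper's tables, which the study chose on the same arrays. The counts of these lists are not independent of that choice. MOSE-L replicate 3 gave the lowest median of every list named here whose 3 MOSE-L medians are given. That array also had the highest ratio of 3' to 5' Actb control signals (1.83 against 1.12 to 1.45 on the other arrays). Its Gapdh ratio was the lowest of all arrays (0.727). RNA quality was not tested for these lists, or for the lists from the paper's tables below, and stays open.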

Since it is thought that changes in the expression levels of cytoskeletal proteins and their regulators are associated with progression and metastasis [15], [16], [17], the changes in genes involved in the structure and regulation of the cytoskeleton during progression of our MOSE model were the subject of further investigation.

**Table 1:** Over Represented Gene Ontology Categories by Differentially Expressed Genes in MOSE Cell Stages Late vs. Early.

Cellular Component	Number of Genes Regulated
Cytoskeleton	141
*Actin Cytoskeleton*	90
*Microtubule Cytoskeleton*	44
*Intermediate Filament cytoskeleton*	7
Metal Ion/Cation Binding	254
Cell Cycle	106
Lipid/Steroid Metabolism	79
Intracellular Transport	71
Cell Proliferation	68
Golgi Apparatus	68
Chromosome	42
Extracellular Matrix	38
Membrane Organization	35
Tyrosine Kinase Receptor Signaling Pathway	30
Lysosome	25
Protein Translation	16
Tyrosine Phosphatase	16
Exonuclease Activity	12
Nuclear Pore	11
Insulin-like Growth Factor Binding	7
Non-G-Protein Coupled 7 TM Receptor Activity	5

Gene Trail program was used to analyze genes that are expressed above background and demonstrate statistically significant changes in gene expression between MOSE-E and MOSE-L cells. Cellular component, biological process, and molecular function gene ontology categories significantly over-represented (p<0.01) are listed.

### Disorganization of the cellular cytoskeleton during malignant progression

#### Actin Cytoskeleton

Of the 141 genes categorized within the cytoskeleton gene ontology category, 90 have gene products that are subunits of actin filaments (Table 2) or are involved in the organization and regulation of the actin cytoskeleton (Table 3; full list in supplemental Table S1). 

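Fascin (Fscn1), which bundles actin filaments in cell protrusions, fell from 43112 ± 8647 in MOSE-E to 13720.0 ± 2312 in MOSE-L cells (log2 change -1.64, adjusted p = 0.000336; SD, n = 3). The bundling protein plastin 3 (Pls3) fell from 10851 ± 860.2 to 3474 ± 228 (log2 change -1.63, adjusted p = 0.000182), and moesin (Msn), which ties actin to the membrane, from 13348 ± 902 to 6010.2 ± 692 (log2 change -1.15, adjusted p = 0.00127). Rises included the actin-binding protein Enc1, from 3841 ± 399.5 to 12452 ± 2265 (log2 change 1.67, adjusted p = 0.000198), and Arhgap6, from 71.8 ± 37.4 to 927 ± 114 (log2 change 3.04, adjusted p = 0.000209). Of the 91 genes of Table 2 and Table S1, 84 had a probe set past the filter. Between MOSE-L and MOSE-E cells, 22 of them rose, 43 fell and 19 did not pass. The study chose these genes on the same arrays, so the count is not independent evidence for a change of the group. For Table 2, camera gave adjusted p = 0.000191 (adjusted p = 0.151 with an estimated correlation), with medians of -0.95, -1.14 and -1.86 on MOSE-L replicates 1, 2 and 3.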

For most of these genes, expression levels gradually changed in a stepwise manner as cells transitioned from MOSE-E to MOSE-I to MOSE-L, indicating that these changes are continuously occurring throughout progression. 

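The small GTPase Rhoj fell from 1260.0 ± 379 to 464 ± 118 in MOSE-I and 167 ± 38.5 in MOSE-L cells (SD, n = 3), log2 changes of -1.34 (adjusted p = 0.0154) and -2.57 (adjusted p = 0.000146) from MOSE-E cells. The endocytic adaptor Sh3kbp1 fell from 2554 ± 357 to 1215 ± 121 and 218 ± 54.2 (log2 change -1.04, adjusted p = 0.0124, and -3.29, adjusted p = 3.68e-06). Myosin 1c (Myo1c), a membrane motor, went to 2826 ± 322 and 2362 ± 420.0 from 7569.7 ± 2258 (log2 change -1.36, adjusted p = 0.0115, and -1.63, adjusted p = 0.00141), and the actin-associated adaptor Pdlim7 to 1522 ± 492 and 945 ± 59.2 from 3884 ± 910.4 (log2 change -1.34, adjusted p = 0.0117, and -1.96, adjusted p = 0.000447). The MOSE-I calls of these genes rested on few arrays: that of Rhoj ended without MOSE-E replicates 2 or 3 (adjusted p = 0.0728 and 0.0962), Sh3kbp1 without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0669 to 0.0812), Myo1c without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0669 to 0.0719), and Pdlim7 without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0679 to 0.0738). Of the 65 genes of Table 2 and Table S1 called between MOSE-L and MOSE-E cells, 55 had a MOSE-I log2 change of the same sign and smaller size. By the calls, 49 were late, 12 progressive, 3 early and 1 of another course. This split depended on single arrays. Without MOSE-E replicate 2 or 3 the MOSE-I calls of the progressive genes Rhoj, Sh3kbp1, Myo1c, Pdlim7, Actn1, Zyx, Palld, Actg2 and Tpm2 ended. Between MOSE-I and MOSE-E cells, 2 of the 84 measured genes rose and 18 fell. The calls of the risen genes, Epb41l1 and Epb41l4a, ended without MOSE-E replicate 2. Without that array the falls of Fmn1, Itgav, Itgb1, Lmo7 and Ivns1abp were not called either, nor were those of the progressive genes named above.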

Only three genes, γ-actin 1, formin 1, and drebrin 1, demonstrated MOSE-I/MOSE-E ratios that were within less than 0.4 fold of MOSE-L/MOSE-E ratios, suggesting these are early changes in malignant progression (Table 2 and 3). 

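Cytoplasmic γ-actin 1 (Actg1) had signals of 48169 ± 8831 in MOSE-E and 50715 ± 6185 in MOSE-I cells (SD, n = 3), a log2 change of 0.084 (adjusted p = 0.886). Formin 1 (Fmn1), which nucleates unbranched actin filaments, measured 1079.8 ± 314 in MOSE-E, 427 ± 118 in MOSE-I and 459 ± 216 in MOSE-L cells. Its log2 change was -1.24 in MOSE-I (adjusted p = 0.0491) and -1.21 in MOSE-L cells (adjusted p = 0.0281), within 0.4 as folds. The MOSE-I call of Fmn1 ended without MOSE-E replicates 2 or 3, MOSE-I replicates 1, 2 or 3 or MOSE-L replicate 2 (adjusted p = 0.06 to 0.199), and its MOSE-L call without MOSE-E replicates 2 or 3 or MOSE-L replicate 1 (adjusted p = 0.0681 to 0.104). Drebrin 1 (Dbn1), which stabilizes actin filaments, measured 2055 ± 54.6 in MOSE-E, 1061 ± 257 in MOSE-I and 988 ± 51.8 in MOSE-L cells, with a log2 change of -0.95 in MOSE-I (adjusted p = 0.0163), just under the minimum of 1, and -1.02 in MOSE-L cells (adjusted p = 0.00414). Dbn1 passed in MOSE-I cells without MOSE-I replicate 2 (adjusted p = 0.0232) and missed the minimum in MOSE-L cells without MOSE-L replicate 2 (log2 change -0.98).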

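Integrin αv (Itgav), a receptor for vitronectin and fibronectin, measured 15184 ± 3310.0 in MOSE-E, 6348 ± 1099 in MOSE-I and 11916 ± 3655 in MOSE-L cells (SD, n = 3), a log2 change of -1.24 in MOSE-I (adjusted p = 0.0204) and -0.38 in MOSE-L cells (adjusted p = 0.320). Integrin β1 (Itgb1), the common partner of the α chains, measured 9419 ± 1885 in MOSE-E, 3865 ± 346 in MOSE-I and 9874 ± 2411 in MOSE-L cells, with log2 changes of -1.26 (adjusted p = 0.0116) and 0.056 (adjusted p = 0.877). The MOSE-I calls ended without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0860 to 0.117) for Itgav and without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0662 to 0.0742) for Itgb1. The leukocyte integrin β2 (Itgb2) stayed under a signal of 500 on every array and was not tested, at 27.7 ± 21.6 in MOSE-E, 199 ± 51.3 in MOSE-I and 113 ± 42.8 in MOSE-L cells. The junctional protein Lmo7 measured 1185 ± 161 in MOSE-E, 320.4 ± 33.0 in MOSE-I and 433 ± 237 in MOSE-L cells, and fell in MOSE-I (log2 change -1.73, adjusted p = 0.00810) and MOSE-L cells (log2 change -1.45, adjusted p = 0.00557), the first call ending without MOSE-E replicate 2 (adjusted p = 0.0512). The actin-stabilizing kelch protein Ivns1abp had log2 changes of -1.35 (adjusted p = 0.00810) and -0.99 (adjusted p = 0.0104), the MOSE-I call ending without MOSE-E replicates 2 or 3 (adjusted p = 0.0551 and 0.0575) and a MOSE-L call arising without MOSE-E replicate 1 or MOSE-L replicate 3 (adjusted p = 0.00349 and 0.0141). Of the 84 measured genes of Table 2 and Table S1, 7 were called in MOSE-I cells with a larger log2 change than in MOSE-L cells. They were Itgav, Itgb1, Cap1, Ivns1abp, Lmo7, Fmn1 and Epb41l1, the last 2 early in course. They are not the same set as the paper's 7, which include the untested Itgb2.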

Seven genes, including integrin-αv, -β1, and -β2, showed expression levels that changed by the greatest magnitude in MOSE-I cells, two of which were confirmed by qRT-PCR (Table 2 and Table 3). A large number of these genes are dysregulated in cancer or involved in metastasis including all of the 15 genes that were confirmed by qRT-PCR (Table 2 and 3).

**Table 2:** Differentially expressed actin and focal adhesion associated genes in MOSE cell stages.

Gene symbol	Gene Name	Accession Number	I/E	p-val	L/E	p-val
**Actin**						
Acta1	alpha actin 1	NM_009606	−2.2	0.0547	−2.6	0.0487
***Acta2***	***alpha actin 2***	***NM_007392***	***−2.8***	***0.0698***	***−19.3***	***0.0139***
***Actg1*** *	***gamma actin 1***	***NM_009609***	***−2.1***	***0.0331***	***−2.1***	***0.0331***
***Actg2***	***gamma actin 2***	***NM_009610***	***−8.6***	***0.0742***	***−12.6***	***0.0552***
**Focal Adhesion**						
***Actn1***	***actinin, alpha 1***	***NM_134156***	***−3.8***	***0.0454***	***−5.3***	***0.0347***
Fblim1	filamin binding LIM protein 1	NM_133754	−1.6	0.1103	−2.5	0.0282
Itga7	integrin alpha 7	NM_008398	−5.3	0.0179	−7.1	0.0116
*Itgav*	*Integrin alpha V*	*NM_008402*	*−3.7*	*0.0079*	*−1.5*	*0.2389*
*Itgb1*	*Integrin beta 1*	*NM_010578*	*−2.1*	*0.0441*	*1.1*	*0.7088*
Itgb2	integrin beta 2	NM_008404	7.2	0.0059	4.1	0.0365
Itgb5	integrin beta 5	NM_010580	1.7	0.0347	2.7	0.0313
Lasp1	LIM and SH3 protein 1	NM_010688	−1.2	0.2772	−2.7	0.0015
Nck2	non-catalytic region tyrosine kinase adaptor protein 2	NM_010879	1.6	0.0027	2.7	0.0097
Parva	parvin, alpha	NM_020606	−2.0	0.0646	−3.3	0.0314
***Pxn***	***Paxillin***	***NM_133915***	***1.4***	***0.0765***	***2.2***	***0.0094***
Tgfb1i1	TGF beta 1 induced transcript 1	NM_009365	−3.7	0.0668	−49.0	0.0251
***Tns1***	***tensin 1***	***NM_027884***	***−2.3***	***0.0520***	***−5.1***	***0.0162***
***Vcl***	***Vinculin***	***NM_009502***	***−2.4***	***0.0658***	***−3.8***	***0.0355***
Zyx	Zyxin	NM_011777	−3.8	0.0383	−4.5	0.0317

List of genes differentially regulated (fold differences ≥2, p<0.05) which are structural or regulatory proteins of the actin cytoskeleton. Genes in italics were analyzed by qRT-PCR, in bold were validated to change significantly between MOSE-E and MOSE-L cells, and those not in bold were validated to change significantly (p<0.05) between MOSE-E and MOSE-I cells.

*denotes genes that are already changed in MOSE-I and maintain these expression levels in MOSE-L.

**Table 3:** Differentially expressed actin binding regulating genes in MOSE cell stages.

Gene symbol	Gene Name	Accession Number	I/E	p-val	L/E	p-val
Actr3	ARP3 actin-related protein 3 homolog (yeast)	NM_023735	−1.4	0.0095	−2.0	0.0102
***Akap12***	***A kinase (PRKA) anchor protein (gravin) 12***	***NM_031185***	***−9.9***	***0.0151***	***−11.8***	***0.0141***
Anln	anillin, actin binding protein	NM_028390	−1.5	0.0408	−2.5	0.0144
Arhgap24	Rho GTPase activating protein 24	NM_029270	−8.5	0.0096	−39.4	0.0059
Arhgap6	Rho GTPase activating protein 6	NM_009707	2.5	0.1591	12.8	0.0033
Arpc5l	actin related protein 2/3 complex, subunit 5-like	NM_028809	1.7	0.0110	2.5	0.0150
Cap1^+^	CAP, adenylate cyclase-associated protein 1	NM_007598	−2.5	0.0014	−2.1	0.0260
Cdc42ep2	CDC42 effector protein (Rho GTPase binding) 2	NM_026772	1.5	0.2568	−3.1	0.0029
Cdc42ep3	CDC42 effector protein (Rho GTPase binding) 3	NM_026514	−1.8	0.0276	−3.1	0.0063
Cdc42ep5	CDC42 effector protein (Rho GTPase binding) 5	NM_021454	1.1	0.7844	−3.6	0.0013
Dbn1*	drebrin 1	NM_019813	−2.1	0.0034	−2.1	0.0021
***Diap3***	***diaphanous homolog 3 (Drosophila)***	***NM_019670***	***−2.1***	***0.0016***	***−4.2***	***0.0045***
Evl	Ena-vasodilator stimulated phosphoprotein	NM_007965	−1.3	0.1199	−2.6	0.0043
Fmn1*	formin 1	NM_010230	−2.5	0.0280	−2.4	0.0478
Fyn	Fyn proto-oncogene	NM_001122893	1.4	0.1021	2.7	0.0362
***Flnb***	***filamin, beta***	***NM_134080***	***−5.3***	***0.0283***	***−4.0***	***0.0385***
Fscn1	fascin homolog 1, actin bundling protein	NM_007984	−1.5	0.0487	−4.1	0.002
***Gsn***	***Gelsolin***	***NM_146120***	***1.2***	***0.0496***	***2.4***	***0.0284***
***IQGAP2***	***IQ motif, GTPase actinvating protein 2***	***NM_027711***	***3.6***	***0.4092***	***14.0***	***0.0185***
*IQGAP3*	*IQ motif, GTPas- actinvating protein 3*	*NM_178229*	*−2.1*	*0.0140*	*−2.1*	*0.0987*
Ivns1abp	influenza virus NS1A binding protein	NM_001039511	−2.6	0.0134	−2.1	0.0233
Lmo7	LIM domain only 7	NM_201529	−3.7	0.0008	−2.7	0.0104
Map2k1	mitogen activated protein kinase kinase 1	NM_008927	1.4	0.0781	2.2	0.0236
Map2k5	mitogen activated protein kinase kinase 5	NM_011840	1.3	0.1457	2.0	0.0045
Map3k1	mitogen activated protein kinase kinase kinase 1	NM_011945	1.1	0.5470	2.1	0.0028
Marcks	Myristoylated alanine-rich kinaseC substrat	NM_008538	−1.6	0.0059	−2.1	0.0059
***Msn***	***Moesin***	***NM_010833***	***−1.8***	***0.0012***	***−2.4***	***0.0007***
Mtss1	metastasis suppressor 1	NM_144800	1.7	0.2052	−2.2	0.0114
Myh10	myosin, heavy polypeptide 10, non-muscle	NM_175260	−2.4	0.0770	−4.0	0.0264
Myh9	myosin, heavy polypeptide 9, non-muscle	NM_022410	−2.3	0.0567	−2.3	0.0558
Mylip	myosin regulatory light chain interacting protein	NM_153789	−1.1	0.5508	−2.2	0.0042
Myo18a	myosin XVIIIa	NM_011586	1.2	0.0760	2.9	0.0281
Myo1c	myosin IC	NM_001080775	−2.6	0.0165	−3.2	0.0135
Palld	palladin, cytoskeletal associated protein	NM_001081390	−1.9	0.0531	−3.1	0.0145
Plcb1	phospholipase C, beta 1	NM_019677	1.5	0.2930	4.4	0.0015
Plcb4	phospholipase C, beta 4	NM_013829	1.7	0.1110	3.2	0.0165
Rhoj	ras homolog gene family, member J	NM_023275	−2.7	0.0256	−7.5	0.0077
Rhou	ras homolog gene family, member U	NM_133955	1.2	0.3921	2.3	0.0257
Sorbs1	sorbin and SH3 domain containing 1	NM_009166	−28.3	0.0496	−15.4	0.0545
***Tpm2***	***Tropomyosin 2, beta***	***NM_009416***	***−1.9***	***0.2948***	***−42.1***	***0.0191***
Tpm3	Tropomyosin 3, gamma	NM_022314	−1.4	0.1108	−2.3	0.0069
Tpm4	tropomyosin 4	NM_001001491	−1.4	0.1012	−2.4	0.0165
***Wasl***	***Wiskott-Aldrich syndrome-like (human)***	***NM_028459***	***1.0***	***0.7863***	***2.1***	***0.0008***

List of genes differentially regulated (fold differences ≥2, p<0.05) which are structural or regulatory proteins of the actin cytoskeleton. Genes in italics were analyzed by qRT-PCR; genes in bold changed significantly between MOSE-E and MOSE-L cells and those not in bold changed significantly between MOSE-E and MOSE-I cells.

*denotes genes that are already changed in MOSE-I and maintain these expression levels in MOSE-L.

The gene products of a subset of genes confirmed by qRT-PCR were also analyzed by western blot as well as immunofluorescence microscopy to determine potential differences in their subcellular localization. The microarray results indicated a progressive decrease of α-actin and γ-actin mRNA, which was confirmed by qRT-PCR (Table 2), however, no changes of β-actin were observed. This corresponded to a decrease in total actin protein levels during progression (Figure 2A). Furthermore, examination of F-actin architecture by immunofluorescence microscopy revealed distinct differences of the actin subcellular organization. 

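Smooth muscle α-actin (Acta2), the actin of contractile stress fibers, measured 43661 ± 17720.0 in MOSE-E, 15376 ± 9106 in MOSE-I and 873 ± 601 in MOSE-L cells (SD, n = 3). It fell by 5.70 on the log2 scale between MOSE-E and MOSE-L cells (adjusted p = 0.000105). Its change to MOSE-I cells was -1.60 (adjusted p = 0.0897), which passed without MOSE-L replicate 3 (adjusted p = 0.0467). Skeletal α-actin (Acta1) measured 596 ± 205 in MOSE-E, 272 ± 36.9 in MOSE-I and 226 ± 101 in MOSE-L cells and fell in MOSE-L cells (log2 change -1.25, adjusted p = 0.0203), a call lost without MOSE-E replicates 2 or 3 (adjusted p = 0.0649 and 0.102), or without MOSE-L replicate 3 (log2 change -0.92). γ-Actin 1 (Actg1) fell to 23137 ± 10320.0 in MOSE-L cells (log2 change -1.17, adjusted p = 0.0239), and missed a threshold without MOSE-E replicates 2 or 3 (adjusted p = 0.0757 and 0.0900), or without MOSE-L replicate 3 (log2 change -0.71). Enteric γ-actin (Actg2) measured 798 ± 504 in MOSE-E, 92.7 ± 69.6 in MOSE-I and 63.3 ± 25.2 in MOSE-L cells and fell in MOSE-I (log2 change -2.50, adjusted p = 0.0272) and in MOSE-L cells (log2 change -2.70, adjusted p = 0.00807). The MOSE-L call of Actg2 ended without MOSE-E replicate 3 (adjusted p = 0.0585), its MOSE-I call without MOSE-E replicates 2 or 3 or MOSE-I replicates 1, 2 or 3 (adjusted p = 0.0527 to 0.161). Cytoplasmic β-actin (Actb) measured 40996 ± 7895 in MOSE-E, 53190.0 ± 10290.0 in MOSE-I and 43280.0 ± 3728 in MOSE-L cells. Its log2 change was 0.094 in MOSE-L cells (95% confidence interval -0.33 to 0.51, adjusted p = 0.743) and 0.38 in MOSE-I cells (95% confidence interval -0.043 to 0.80, adjusted p = 0.209). The medians of the actin isoforms were -0.79, -1.05 and -2.07 on MOSE-L replicates 1, 2 and 3.

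**Figure D2:**
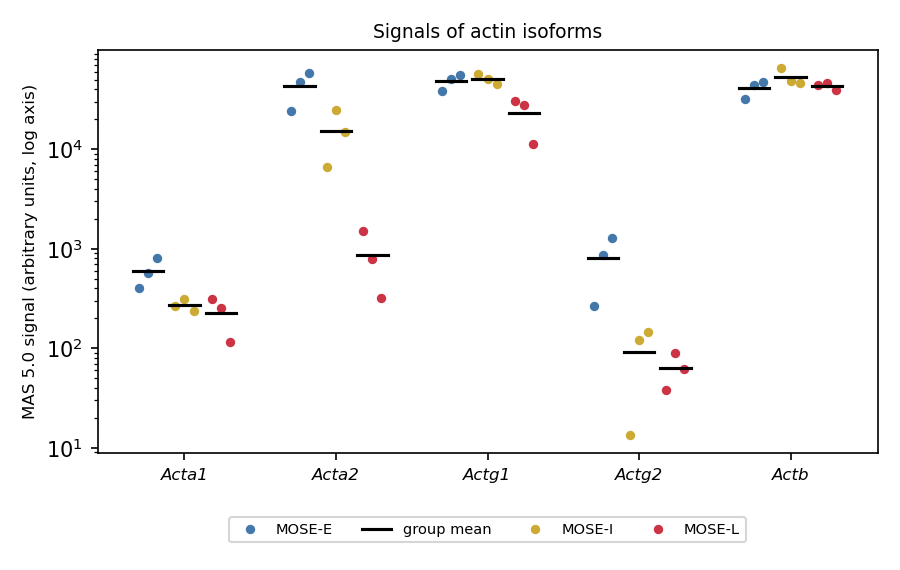
Signals of 5 actin genes by stage. Points are the 3 arrays of each stage, black lines the group means, and the vertical axis is the signal on a log scale. Acta2 had means of 43661, 15376 and 873 over the stages, while Actb lay at 40996, 53190.0 and 43280.0.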

MOSE-E cells exhibited long, well-defined cable-like stress fibers after staining with Alexa Fluor^488^ conjugated phalloidin, whereas the malignant MOSE-L cells displayed less distinct F-actin structures and organization. (Figure 3A, 1^st^ column). In MOSE-L cells, actin structures ranged from small thin stress fibers to prominent “ruffled” zones with very short actin filaments, reminiscent of podosomes (Figure 3A and 3B, confocal image 2 inset). Of note, the MOSE-I exhibited F-actin disorganization similar to that of MOSE-L cells (Figure 3A). To specifically compare cellular F-actin content between MOSE cell lines, a procedure based on fluorescently conjugated phalloidin was employed. As shown in Figure 4, total cellular F-actin was decreased by 78% (p<0.01) in MOSE-L cells compared to MOSE-E cells, confirming qRT-PCR and Western results.

**Figure 2:**
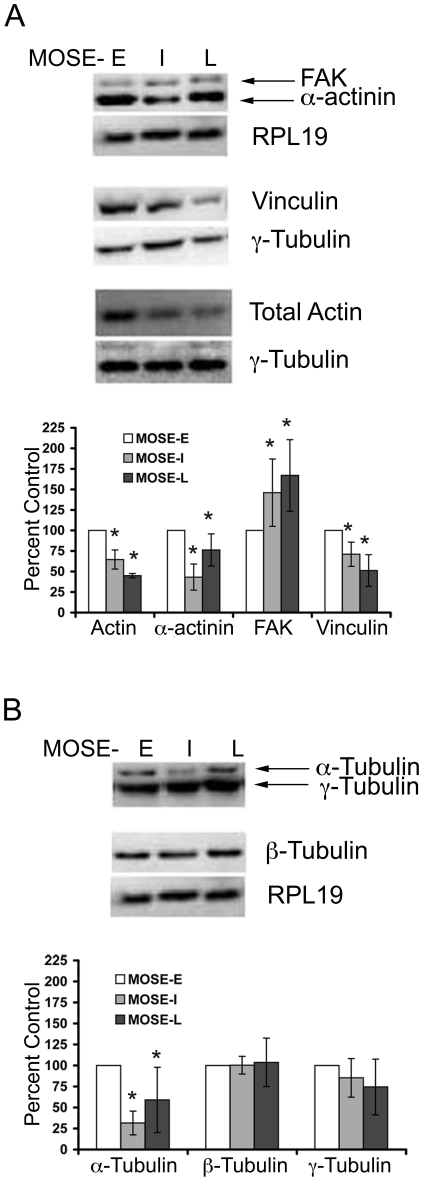
Levels of cytoskeleton and actin regulating proteins in neoplastic progression. Whole cell extracts from MOSE-E (E, white bars), MOSE-I (I, grey bars), and MOSE-L (L, black bars) cells were subjected to Western blot analysis with antibodies directed against (**A**) actin regulating proteins and (**B**) microtubule proteins. Expression levels are expressed as percent MOSE-E levels normalization to ribosomal protein L19 (RPL19) or γ-tubulin for three biological replicates done in duplicate ± the standard deviation. A representative blot from the three biological replicates is shown. *p≤ 0.01.

**Figure 3:**
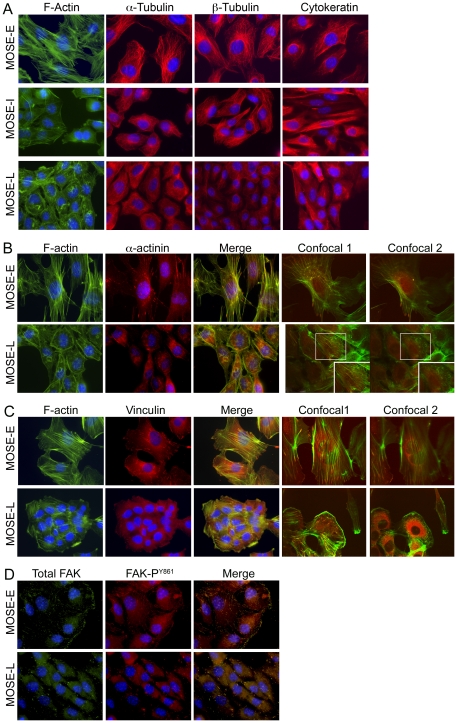
Organization of the cytoskeleton and localization of actin regulating proteins with neoplastic progression. (**A**) Immunofluorescent staining of MOSE-E, MOSE-I and MOSE-L cells to visualize actin filaments (phalloidin, green), α- tubulin (2^nd^ column), β- tubulin (3^rd^ columns), or cytokeratin (4^th^ column) along with the nucleus (blue, DAPI). (**B and C**) Triple staining of MOSE-E and MOSE-L cells with DAPI (blue), phalloidin (f-actin, green), and antibodies against α-actinin (red, B) or vinculin (red, C). The confocal images shown are 0.6 µm apart within the cell, with image 1 starting at the base of the cell and image 2 towards the top of the cell. Co-localization appears as yellow in merged and confocal images. (**D**) Triple staining of MOSE-E and MOSE-L cells with DAPI (blue), antibody against FAK (green), and antibody against FAK phosphorylated tyrosine 861 (red, FAK^Y861^). Yellow in merged image indicates co-localization. (Original magnification X600)

**Figure 4:**
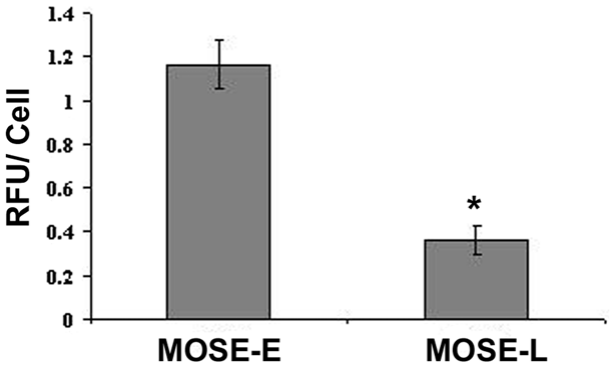
Quantitation of filamentous actin in pre-malignant and malignant MOSE cells. Equal numbers of MOSE-E or MOSE-L cells where plated. After 48 hours, cells were fixed with paraformaldehyde and stained with phalloidin conjugated with Alexa Fluor^488^. The phalloidin was solubilized with MeOH and fluorescence was determined. Data were normalized to cell number and presented as the mean relative fluorescent units (RFU) per cell ± the standard deviation. * p≤ 0.01.

Confocal microscopy revealed large difference in the thickness of the cells; MOSE-E cells had an average thickness of 2 µm, indicating these cells are rather flat when grown on plastic, while MOSE-L cells exhibited an average thickness of 4.4 µm across cytoplasmic regions. The confocal images shown in Figure 3B (confocal image 1 and 2) are consecutive z-stacks 0.6 µm apart starting at the base of the cell where actin fibers are found abundantly at attachment sites. Since the average MOSE-L cell is 4.4 µm thick, the second image captures approximately the middle third of the cell, not the membrane, suggesting the non-fibrous structures in MOSE-L cells are not the result of membrane ruffling. However, they are within the cell cytoplasm and are reminiscent of structures characterized in invasive breast cancer cells as podosomes [18]. In contrast, MOSE-E (Figure 3B) cells showed stress fibers throughout the cells with no short actin filaments.

#### Microtubules

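Kinesin light chain 4 (Klc4), which couples cargo to kinesin 1, rose from 212 ± 56.7 in MOSE-E to 659 ± 83.3 in MOSE-L cells (log2 change 1.45, adjusted p = 0.00365; SD, n = 3), and the dynein intermediate chain Dync1i1 from 94.4 ± 21.0 to 575 ± 288 (log2 change 1.99, adjusted p = 0.00922). Kif26b, a kinesin family member without motor activity, fell from 819.8 ± 214 to 210.1 ± 84.8 (log2 change -1.77, adjusted p = 0.00436). Shroom3, which drives apical constriction, rose to 3883 ± 837 from 1306 ± 70.1 (log2 change 1.51, adjusted p = 0.000731). Of the 35 genes of Table 4, 34 had a probe set past the filter, of which 4 rose, 25 fell and 5 did not pass between MOSE-L and MOSE-E cells. The study chose these genes on the same arrays, so the count is not independent evidence. The count of falls also depended on single arrays. Without MOSE-E replicate 2, Tubb4b, Aspm, Cenpe, Ckap2, Incenp, Kif1b, Kif23, Kif4, Ninl and Prc1 lost their calls, while Kif21a was called higher. Of these, Tubb4b, Aspm, Cenpe, Ckap2, Incenp, Kif23, Kif4 and Prc1 lost their calls without MOSE-E replicate 3 too. Camera gave adjusted p = 5.10e-07 for the table (adjusted p = 0.151 with an estimated correlation), with medians of -1.14, -0.80 and -2.30 on MOSE-L replicates 1, 2 and 3. The lowest was on replicate 3, the array with the highest ratio of 3' to 5' Actb control signals (1.83) and the lowest Gapdh ratio (0.727). RNA quality stays open.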

Gene products that compose or regulate the microtubule network comprised the second largest set of genes (44 of 141) affected during neoplastic transformation of MOSE cells (Table 4; full list in supplemental Table S2). All but six genes are only up- or down-regulated in the MOSE-L cells. 

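In MOSE-I cells, Klc4 measured 271 ± 80.5 (SD, n = 3) with a log2 change of 0.28 from MOSE-E cells (adjusted p = 0.510), Dync1i1 133 ± 68.0 (log2 change 0.29, adjusted p = 0.697), Shroom3 936 ± 183 (log2 change -0.47, adjusted p = 0.153) and Kif26b 846 ± 295 (log2 change 0.012, adjusted p = 0.986). The dynein adaptor Bicd2 measured 3493 ± 1074 in MOSE-E, 1630.5 ± 350.0 in MOSE-I and 2197 ± 272 in MOSE-L cells. It was called in MOSE-I cells (log2 change -1.05, adjusted p = 0.0313) but not in MOSE-L cells (log2 change -0.62, adjusted p = 0.0990), and its MOSE-I call ended without MOSE-E replicates 2 or 3 or MOSE-I replicates 1, 2 or 3 (adjusted p = 0.0568 to 0.149). Of the 42 measured genes of Table S2, none rose and 5 fell between MOSE-I and MOSE-E cells (7 when adjusted over the list alone). Of these falls, those of Bicd2, Map6 and Ninl were not called without MOSE-E replicate 2 or 3. Of the 33 genes of Table S2 called in MOSE-L cells, 29 were not called in MOSE-I cells, 1 was progressive and 3 had another course. For 23 of the 33, the MOSE-I log2 change had the sign of the MOSE-L change and a smaller size.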

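Tubulin β2b (Tubb2b), a subunit of microtubules, measured 5978 ± 1469 in MOSE-E, 2169 ± 969.7 in MOSE-I and 1819.5 ± 932 in MOSE-L cells (SD, n = 3). Its log2 change was -1.52 in MOSE-I (adjusted p = 0.0520), passing without MOSE-L replicates 1 or 3 (adjusted p = 0.0357 and 0.0172), and -1.82 in MOSE-L cells (adjusted p = 0.0135). The kinetochore motor Cenpe measured 1848 ± 491 in MOSE-E, 934 ± 169 in MOSE-I and 576 ± 416 in MOSE-L cells, log2 changes of -0.93 (adjusted p = 0.192) and -1.83 (adjusted p = 0.0143), the MOSE-L call ending without MOSE-E replicates 2 or 3 (adjusted p = 0.0579 and 0.0519). Map6 (Mtap6), which protects microtubules from cold, measured 1184 ± 157 in MOSE-E, 395 ± 59.3 in MOSE-I and 75.3 ± 77.5 in MOSE-L cells and was called at both stages (log2 change -1.47, adjusted p = 0.0377; log2 change -3.48, adjusted p = 0.000192), the MOSE-I call ending without MOSE-E replicates 2 or 3 or MOSE-I replicates 1, 2 or 3 (adjusted p = 0.0640 to 0.162). Necdin (Ndn), a growth suppressor, measured 607 ± 147 in MOSE-E, 166 ± 115 in MOSE-I and 33.8 ± 25.8 in MOSE-L cells (log2 change -1.78, adjusted p = 0.0524, and -3.00, adjusted p = 0.00261), and passed in MOSE-I cells without MOSE-L replicates 1 or 3 (adjusted p = 0.0338 and 0.0417). The exchange factor Vav2 measured 666 ± 162 in MOSE-E, 313 ± 49.6 in MOSE-I and 167 ± 25.0 in MOSE-L cells (log2 change -0.97, adjusted p = 0.0351, and -1.70, adjusted p = 0.000969), reaching the minimum change in MOSE-I cells without MOSE-E replicate 1 (adjusted p = 0.0255).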

Five genes (Tubb2b, Cenpe, Mtap6, Ndn, and Vav2) had expression levels that gradually change from MOSE-E to MOSE-I to MOSE-L, indicating that these changes are continuously occurring throughout progression. 

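The centrosomal ninein-like protein (Ninl), which anchors microtubules, measured 873 ± 121 in MOSE-E, 335 ± 135 in MOSE-I and 403 ± 31.4 in MOSE-L cells (SD, n = 3). It was called lower in MOSE-I (log2 change -1.32, adjusted p = 0.0154) and in MOSE-L cells (log2 change -1.02, adjusted p = 0.0171), and as a ratio of mean signals the MOSE-I fall was the larger by more than 0.4. The MOSE-I call of Ninl ended without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0625 to 0.0939), and its MOSE-L call without MOSE-E replicate 2 (adjusted p = 0.0741), or without MOSE-L replicate 1 (log2 change -0.96).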

Only one gene, Ninl, demonstrated MOSE-I/MOSE-E ratios that where within less than 0.4 fold of MOSE-L/MOSE-E ratios, suggesting that this is an early event in malignant progression (Table 4). Interestingly, of the 44 differentially expressed microtubule and microtubule-associated genes, 12 genes encode for proteins involved in chromosome congression (Kif18a, Kif22, Kif4), segregation (Aspm Cenpe, Ckap2, Incenp, Jub, Kif20a, Kif23, Lats2, Prc1), and/or cytokinesis (Incenp, Kif20a, Kif23, Prc1) (Table 4) [19]. All 12 genes exhibited decreased expression with five of the 12 genes coding for kinesins which are molecular motors that use the energy of ATP hydrolysis to move along the surface of microtubule filaments or destabilize them [19], [20].

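The kinetochore kinesin Kif18a, which aligns chromosomes, fell from 896 ± 2.51 in MOSE-E to 317 ± 190.0 in MOSE-L cells (log2 change -1.53, adjusted p = 0.0109; SD, n = 3), and the mitotic exit kinase gene Lats2 from 3738 ± 630.0 to 1322 ± 181 (log2 change -1.46, adjusted p = 0.00159). The LIM protein Ajuba (Jub), which activates Aurora A, fell from 5465 ± 2233 to 1707 ± 357 (log2 change -1.57, adjusted p = 0.00686). The midzone kinesin Kif23 fell from 2794 ± 433 to 886 ± 642 (log2 change -1.97, adjusted p = 0.0217), a call lost without MOSE-E replicates 2 or 3 (adjusted p = 0.0706 and 0.0683) and a log2 change of -1.15 without MOSE-L replicate 3. The chromokinesin Kif4 (log2 change -1.08, adjusted p = 0.0255) lost its call without MOSE-E replicates 2 or 3 or MOSE-L replicate 3 (adjusted p = 0.0518 to 0.0934), when its log2 change was -0.71 without MOSE-L replicate 3. The midzone protein Prc1 (log2 change -1.58, adjusted p = 0.0239) lost it without MOSE-E replicates 2 or 3 (adjusted p = 0.0752 and 0.0779), or without MOSE-L replicate 3 (log2 change -0.92), and the spindle pole protein Aspm (log2 change -1.64, adjusted p = 0.0317) without MOSE-E replicates 2 or 3 (adjusted p = 0.106 and 0.0939), or without MOSE-L replicate 3 (log2 change -0.96), at a log2 change of -0.96 without MOSE-L replicate 3. The spindle protein Ckap2 (log2 change -1.31, adjusted p = 0.0354) lost it without MOSE-E replicates 1, 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0508 to 0.101), or without MOSE-L replicate 3 (log2 change -0.73), and the chromosomal passenger Incenp (log2 change -1.14, adjusted p = 0.0457) without MOSE-E replicates 1, 2 or 3, MOSE-I replicates 1, 2 or 3 or MOSE-L replicates 1 or 3 (adjusted p = 0.0557 to 0.122). The cytokinesis kinesin Kif20a had a log2 change of -1.97 (adjusted p = 0.0562) and the chromokinesin Kif22 of -1.09 (adjusted p = 0.0788). Neither passed, though Kif20a did without MOSE-L replicates 1 or 2 (adjusted p = 0.0436 and 0.0178) and Kif22 without MOSE-L replicate 1 (adjusted p = 0.0326). With Cenpe, 10 of the 12 genes fell and the other two had negative changes, while 12 fell when adjusted over the list alone. The study chose these genes on the same arrays, so this is not independent evidence. Camera gave adjusted p = 7.71e-06 (adjusted p = 0.151 with an estimated correlation). The count of 10 was 8 without MOSE-E replicate 1, 3 without MOSE-E replicate 2 or 3, 8 without MOSE-I replicate 3 and 5 without MOSE-L replicate 3. The medians of the 12 genes were -1.22, -0.70 and -2.48 on MOSE-L replicates 1, 2 and 3. Replicate 3 also had the highest ratio of 3' to 5' Actb control signals (1.83) and the lowest Gapdh ratio (0.727). RNA quality was not tested for the 12 genes and stays open.

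**Figure D3:**
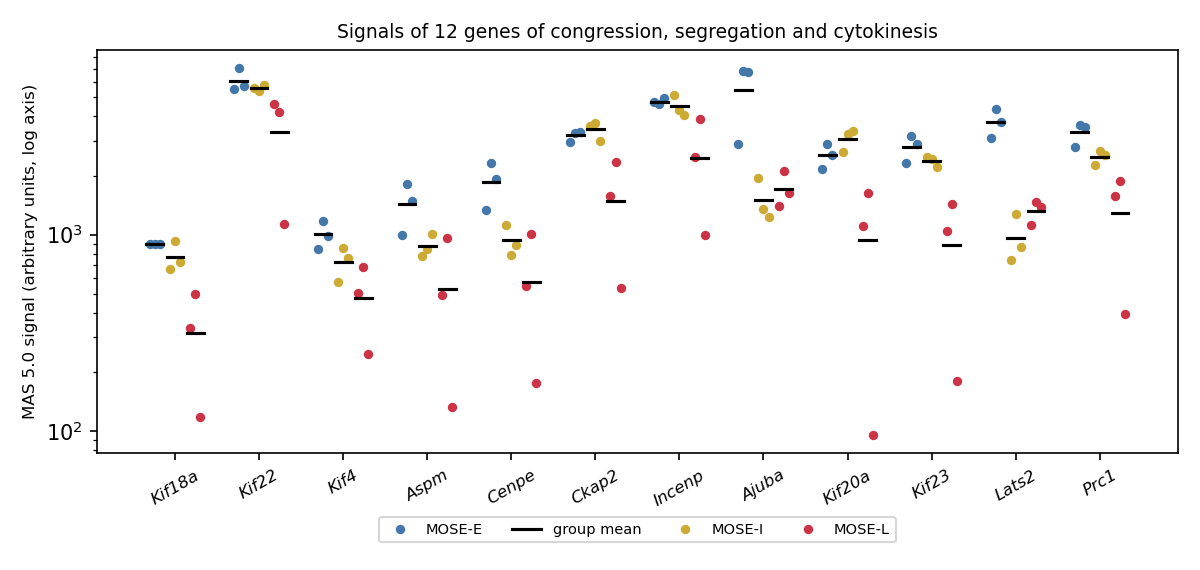
Signals of the 12 genes by stage. Points are the 3 arrays of each stage, black lines the group means, and the vertical axis is the signal on a log scale. Kif18a had means of 896, 774 and 317 over the stages, and the MOSE-L arrays of Kif20a read 1109.6, 1628 and 95.6.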

**Table 4:** Differentially Expressed Microtubule and Microtubule Associated Genes in MOSE cell stages.

Gene Symbol	Gene Name	Accession Number	I/E	p-val	L/E	p-val
**Microtubule**						
Tuba4a	tubulin, alpha 4A	NM_009447	1.5	0.0301	−2.2	0.0146
Tubb2a	tubulin, beta 2a	NM_009450	−1.2	0.4725	−3.5	0.0007
Tubb2b	tubulin, beta 2b	NM_023716	−2.8	0.0200	−3.3	0.0144
Tubb2c	tubulin, beta 2c	NM_146116	1.2	0.2601	−2.1	0.0261
***Tubb3***	***tubulin, beta 3***	***NM_023279***	***1.5***	***0.1902***	***−3.0***	***0.0362***
Tubb6	tubulin, beta 6	NM_026473	−1.2	0.0437	−4.7	0.0013
**Microtubule Binding and Regulation**						
Aspm^+^	asp (abnormal spindle)-like	NM_009791	−1.7	0.0467	−3.0	0.0300
Cenpe^+^	centromere protein E	NM_173762	−2.2	0.0246	−3.7	0.0171
Ckap2^+^	cytoskeleton associated protein 2	NM_001004140	1.1	0.3932	−2.2	0.0324
Ckap2l	cytoskeleton associated protein 2-like	NM_181589	1.0	0.2245	−2.8	0.0050
Ckap4	cytoskeleton-associated protein 4	NM_175451	−1.7	0.0290	−3.0	0.0077
Dnm2	dynamin 2	NM_001039520	1.7	0.2847	4.4	0.0049
Dync1i1	dynein cytoplasmic 1 intermediate chain 1	NM_010063	1.4	0.4035	6.1	0.0450
Incenp^+^	inner centromere protein	NM_016692	1.1	0.1875	−2.1	0.0379
Jub^+^	Ajuba	NM_010590	−3.6	0.0390	−3.2	0.0451
Kif1b	kinesin family member 1B	NM_008441	−1.9	0.0304	−2.3	0.0195
***Kif18a*** ^+^	***kinesin family member 18A***	***NM_139303***	***−1.2***	***0.2028***	***−2.8***	***0.0062***
***Kif20a*** ^+^	***kinesin family member 20A***	***NM_009004***	***1.2***	***0.1513***	***−2.7***	***0.0331***
Kif21a	kinesin family member 21A	NM_016705	1.5	0.2060	2.4	0.0334
*Kif22* ^+^	*kinesin family member 22*	*NM_145588*	*1.0*	*0.2291*	*−2.7*	*0.0178*
***Kif23*** ^+^	***kinesin family member 23***	***NM_024245***	***−1.2***	***0.0970***	***−3.4***	***0.0082***
Kif26b	kinesin family member 26B	NM_001161665	1.0	0.9068	−3.9	0.0102
Kif2c	kinesin family member 2C	NM_134471	−1.2	0.0918	−2.9	0.0211
Kif4^+^	kinesin family member 4	NM_008446	−1.4	0.0966	−2.1	0.0306
Klc1	kinesin light chain 1	NM_008450	−1.4	0.0455	−2.6	0.0009
Klc4	kinesin light chain 4	NM_029091	1.3	0.3611	3.1	0.0015
Lats2^+^	large tumor suppressor 2	NM_015771	−3.4	0.0035	−2.7	0.0058
Mtap6	microtubule-associated protein 6	NM_010837	−3.0	0.0012	−15.7	0.0004
Ndn	necdin	NM_010882	−3.7	0.0124	−26.8	0.0017
Ninl*	ninein-like	NM_207204	−2.6	0.0068	−2.2	0.0029
Pea15a	phosphoprotein enriched in astrocytes 15A	NM_011063	−1.3	0.2698	−2.9	0.0179
Prc1^+^	protein regulator of cytokinesis 1	NM_145150	−1.4	0.0245	−2.6	0.0158
Shroom3	shroom family member 3	NM_015756	−1.2	0.3917	2.8	0.0115
Tbcel	tubulin folding cofactor E-like	NM_173038	1.2	0.1501	3.5	0.0292
Vav2	vav 2 guanine nucleotide exchange factor	NM_009500	−2.1	0.0226	−4.0	0.0062

List of genes differentially regulated (fold differences ≥2, p<0.05) which are structural or regulatory proteins of the microtubule network. Genes in italics were analyzed by qRT-PCR and those in bold were validated to change significantly.

*denotes genes that are already changed in MOSE-I and maintain these expression levels in MOSE-L, + denotes genes that have products involved in chromosome congression, segregation, and/or cytokinesis.

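α-Tubulin 4a (Tuba4a), a subunit of the microtubule wall, measured 4984 ± 783 in MOSE-E, 7425 ± 136 in MOSE-I and 2180.3 ± 758 in MOSE-L cells (SD, n = 3), a log2 change of -1.22 in MOSE-L cells (adjusted p = 0.00515). β-Tubulin 2a (Tubb2a) fell from 7415 ± 539.5 to 2089.9 ± 824 (log2 change -1.89, adjusted p = 0.00433), and β-tubulin 6 (Tubb6) from 9255 ± 1056 to 1950.5 ± 1177 (log2 change -2.46, adjusted p = 0.00294). β-Tubulin 4b (Tubb4b) fell from 9344 ± 619.5 to 4499 ± 2355 (log2 change -1.22, adjusted p = 0.0354), a call that ended without MOSE-E replicates 1, 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0526 to 0.0886), or without MOSE-L replicate 3 (log2 change -0.68). In MOSE-I cells Tubb2a measured 6269 ± 2446 (log2 change -0.33, adjusted p = 0.575) and Tubb6 7419 ± 279.7 (log2 change -0.31, adjusted p = 0.663). On MOSE-L replicates 1, 2 and 3, Tubb6 read 2349.9, 2876 and 626.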

A significant decrease in the levels of α-tubulin isoform 4a and multiple isoforms of β-tubulin were also noted in the microarray data. 

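β-Tubulin 3 (Tubb3), an isoform best known from neurons, stayed under a signal of 500 on every array and was not tested. It measured 174 ± 26.5 in MOSE-E, 261 ± 91.9 in MOSE-I and 58.2 ± 59.1 in MOSE-L cells (SD, n = 3). The MOSE-L arrays of Tubb3 read 39.1, 125 and 11.0, each below the MOSE-E arrays at 194, 144 and 184, an order that chance gives in 10% of splits counting both directions.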

Confirmation by qRT-PCR of individual isoforms proved difficult because of high levels of homology, but the decrease of tubulin β3 mRNA in MOSE-L cells was confirmed. However, no significant changes of β-tubulin protein levels between MOSE-E and MOSE-L cells were detected (Figure 2B). In contrast, α-tubulin protein levels were decreased by 34% in MOSE-L cells and 67% in MOSE-I cells when compared to MOSE-E levels. No significant changes in γ-tubulin mRNA (data not shown) or protein levels (Figure 2B) were observed and immunostaining revealed no readily discernible differences in protein localization between MOSE-E and MOSE-L cells (data not shown).

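γ-Tubulin 1 (Tubg1), which nucleates microtubules at the centrosome, measured 1464 ± 119 in MOSE-E, 2376 ± 126 in MOSE-I and 1050.3 ± 390.1 in MOSE-L cells (SD, n = 3). Between MOSE-L and MOSE-E cells its log2 change was -0.53 (95% confidence interval -1.10 to 0.040, adjusted p = 0.151), and between MOSE-I and MOSE-E cells 0.68 (95% confidence interval 0.11 to 1.253, adjusted p = 0.108). From MOSE-I to MOSE-L cells Tubg1 fell (log2 change -1.21, adjusted p = 0.00988), a call that ended without MOSE-L replicate 3 (log2 change -0.87).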

Importantly, there were notable differences between MOSE-E and MOSE-L cells when the subcellular organization of microtubule proteins, α- and β-tubulin, were examined by immunofluorescence (Figure 3A). In MOSE-E cells, both α- and β-tubulin appear as long defined filaments radiating from what is likely to be the perinuclear localized centriole (Figure 3A, 2^nd^ and 3^rd^ columns top panel), reported to be a normal organization of tubulin in epithelial cells. In contrast, in MOSE-L cells tubulin filaments were less defined, exhibiting random disorganized branching and the origin of tubulin polymerization was not readily apparent in many cells (Figure 3A, 2^nd^ and 3^rd^ columns, bottom panel). MOSE-I cells appear to have an intermediate phenotype with the centriole apparent in about 50% of the cells along with shorter, less defined filaments than in MOSE-E cells (Figure 3A, 2^nd^ and 3^rd^ column, middle panels).

#### Intermediate Filaments

The final subset of affected cytoskeleton associated genes (7/141) have gene products that make up and regulate the intermediate filament (IF) network. The mRNA levels for number of cytokeratins decreased in MOSE-L cells with cytokeratins 7,8, and 19 verified by qRT-PCR (Table 5). 

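Keratin 7 (Krt7), a filament protein of simple epithelia, measured 3328 ± 476 in MOSE-E, 294 ± 237 in MOSE-I and 129 ± 63.6 in MOSE-L cells (SD, n = 3) and fell in MOSE-I (log2 change -3.56, adjusted p = 0.00270) and MOSE-L cells (log2 change -4.29, adjusted p = 0.000182). Its partner family member keratin 8 (Krt8) measured 17354 ± 801 in MOSE-E, 21212 ± 1992 in MOSE-I and 6725 ± 2854 in MOSE-L cells and fell in MOSE-L cells (log2 change -1.47, adjusted p = 0.00538). Keratin 14 (Krt14) went from 13287 ± 2702 to 3502 ± 1475 and then 23.6 ± 25.0, with log2 changes of -1.97 (adjusted p = 0.00742) and -7.53 (adjusted p = 3.84e-07). Keratin 19 (Krt19) fell from 7051 ± 2050.0 to 3252 ± 953 (log2 change -1.11, adjusted p = 0.0142), a call lost without MOSE-E replicate 2 (adjusted p = 0.0552), or without MOSE-E replicate 1 or MOSE-L replicate 2 (log2 change -0.91 and -0.84). Lamin A (Lmna), of the nuclear lamina, fell from 6933 ± 172 to 2362 ± 1070.0 (log2 change -1.65, adjusted p = 0.00820), and lamin B1 (Lmnb1) from 2005 ± 733 to 839 ± 536 (log2 change -1.31, adjusted p = 0.0324), which was lost without MOSE-E replicates 2 or 3 or MOSE-L replicates 1 or 3 (adjusted p = 0.0727 to 0.119). All 6 tested genes of the 7 in Table 5 fell. The seventh, Eppk1, stayed under a signal of 500 and was not tested, at 98.3 ± 39.5 in MOSE-E, 15.5 ± 5.56 in MOSE-I and 215 ± 50.6 in MOSE-L cells, a higher mean in MOSE-L than in MOSE-E cells. The study chose them on these arrays, so this is not independent evidence. Camera gave adjusted p = 7.71e-06 for Table 5, and the call held with an estimated correlation (adjusted p = 0.0455). Medians were -1.43, -1.41 and -2.39 on MOSE-L replicates 1, 2 and 3.

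**Figure D4:**
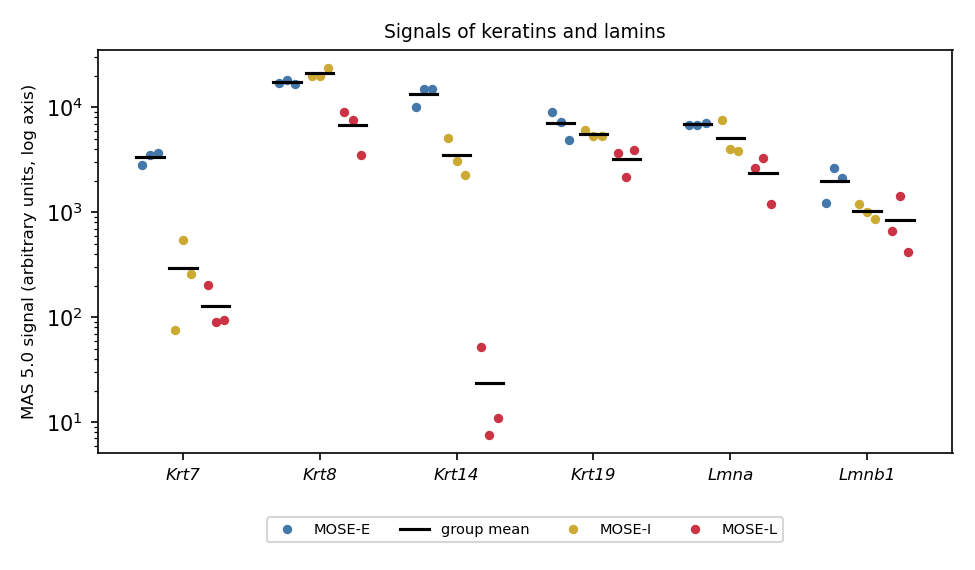
Signals of 4 keratin and 2 lamin genes by stage. Points are the 3 arrays of each stage, black lines the group means, and the vertical axis is the signal on a log scale. Krt14 had means of 13287, 3502 and 23.6 over the stages and Krt8 17354, 21212 and 6725.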

Immunostaining with a pan-cytokeratin antibody revealed that MOSE-E cells have a well organized intermediate filament network extending throughout the cells, whereas the intermediate filament network in MOSE-L cells is composed of short filamentous structures that do not radiate throughout the cell in a organized manner (Figure 3A, last column). Well-defined cytokeratin filaments were noted in only about 25% of MOSE-I cells, with the remainder of cells displaying diffuse cytokeratin staining with the limited organization reminiscent of MOSE-L cells.

**Table 5:** Differentially Expressed Intermediate Filaments and Associated Genes in MOSE cell stages.

Gene Symbol	Gene Name	Accession Number	I/E	p-val	L/E	p-val
**Intermediate Filaments**						
***Krt7***	***keratin 7***	***NM_033073***	***−11.3***	***0.0006***	***−25.8***	***0.0003***
***Krt8***	***keratin 8***	***NM_031170***	***1.2***	***0.0249***	***−2.7***	***0.0035***
Krt14	keratin 14	NM_016958	−3.7	0.0034	−721.9	0.0006
***Krt19***	***keratin 19***	***NM_008471***	***−1.3***	***0.2914***	***−2.2***	***0.0437***
Lmna	lamin A	NM_001002011	−1.4	0.0189	−2.6	0.0043
Lmnb1	lamin B1	NM_010721	−1.8	0.0860	−2.8	0.0581
**Intermediate Filament Binding**						
Eppk1	epiplakin 1, similar to Epiplakin	NM_144848	−6.3	0.0228	2.2	0.0343

List of genes differentially regulated which are structural or regulatory proteins of the intermediate filament network. Genes in italics were analyzed by qRT-PCR and those in bold were validated to change significantly.

### Comparison to archived human ovarian cancer microarray data sets

In order to determine the relevance of the observed changes in the cytoskeleton gene expression levels of our MOSE cell progression model to human ovarian cancer, we evaluated archived DNA microarray data sets which compared gene expression levels in different established human ovarian cell lines with normal ovarian surface epithelial cells as reference (see Materials and Methods for a description of cell lines evaluated). Although differential expression of cytoskeletal genes were not a focal point in these human studies, approximately 50% of the actin and focal adhesion associated genes listed in Table 2 as significantly down-regulated during MOSE cell progression were also significantly down-regulated in the human ovarian cell lines. As shown in Table 6, there was a clear enrichment for significant changes in the actin and focal adhesion associated genes. Using the cumulative bionomial distribution, the estimated probability of observing this many differentially expressed actin and focal adhesion genes in the human studies by chance were 2.23×10^−6^ and 1.87×10^−7^, respectively, for the comparison with data from Nagaraja et al. [21] and Iorio et al. [22]. In addition, comparative analysis revealed that several additional actin binding genes listed in Table 3 were significantly downregulated in the human ovarian cancer cell lines. Of note, Marcks and Tpm2 were downregulated by 10- and 23-fold respectively in aggressive ovarian tumor cells compared to normal OSE. The overlap of differentially expressed genes in the microtubule functional category did not reach significance [21]. This may be a result of the comparatively small changes in gene expression levels in this category. However, the Ndn gene, which was 27 fold down-regulated in the MOSE cells, was as much as 125 fold down-regulated in the human cancer cell lines [21]. Together, these results suggest that changes in the cytoskeleton are common to many ovarian cancer cell lines independent of their histological type.

**Table 6:** Comparison of differentially expressed cytoskeleton and regulatory genes with archived array data sets comparing established human ovarian cell lines with normal ovarian surface epithelium.

Gene	Illumina Rank^a^	Fold change^b^	p-value	Affymetrix Rank^a^	Fold change^b^	p-value
ACTA1	x		x	x		x
ACTA2	1.8%	−7.7	2.00E-06	0.6%	−58.8	5.00E-05
ACTG1	5.7%	−1.8	6.00E-05	x		x
ACTG2	x		x	x		x
ACTN1	2.7%	−2.6	5.00E-06	0.5%	−4.0	2.00E-05
FBLIM1	1.4%	−2.3	8.00E-07	0.8%	−8.3	9.00E-05
ITGA7	x		x	5.3%	−5.0	2.00E-02
ITGAV	x		x	4.8%	−2.4	1.00E-02
ITGB1	x		x	0.8%	−5.3	1.00E-04
ITGB2	x		x	x		x
**ITGB5**	**1.6%**	**−6.3**	**1.00E-06**	**0.7%**	**−4.5**	**5.00E-05**
LASP1	x		x	x		x
MARCKS	0.5%	−10.2	3.00E-08	1.4%	−7.1	5.00E-04
NCK2	5.5%	−1.9	6.00E-05	x		x
PARVA	9.4%	−1.8	3.00E-04	2.9%	−4.5	4.00E-03
PXN	x		x	x		x
TGFB1I1	7.3%	−6.7	1.00E-04	x		x
TNS1	7.8%	−2.9	2.00E-04	4.3%	−7.1	1.00E-02
TPM2	0.03%	−23.1	1.00E-11	1.9%	−7.0	1.00E-03
VCL	8.1%	−2.0	2.00E-04	x		x
ZYX	8.7%	−1.9	2.00E-04	1.3%	−3.6	4.00E-04
NDN	0.5%	−124.6	3.00E-11	0.3%	−23.7	5.0E-06
Binomial probability	1.86E-07			1.04E-08		

The expression levels of genes changed in the MOSE model were compared to changes determined in established human cell lines reported by Nagaraja et al. [21](Illumina data sets) and Iorio et al. [22](Affymetrix data sets). x denotes non-significant changes, or expression levels below detection limit. Only ITGB5 levels changed in the opposite direction than the MOSE cells. a) Rank refers to the percentile rank when the human microarray data sets are sorted by increasing p value. b) Mean Fold change in gene expression of cancer cell lines compared to normal human OSE data sets.

### Changes in actin cytoskeleton regulation and architecture during neoplastic progression

To determine the mechanisms of cytoskeletal deregulation during MOSE malignant progression, we investigated the expression levels and subcellular localization of several regulatory proteins, including α-actinin, vinculin and focal adhesion kinase (FAK). These proteins were chosen because of their involvement in cytoskeleton regulation, cell motility, and cancer progression/metastasis. α-actinin is involved in actin bundling by cross-linking actin filaments and is part of the focal adhesion complex that links the actin cytoskeleton to integrins [23], [24]. 

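α-Actinin 1 (Actn1), which crosslinks actin filaments and anchors them at adhesions, measured 16285 ± 7070.0 in MOSE-E, 4479 ± 568 in MOSE-I and 3246 ± 681 in MOSE-L cells (SD, n = 3). It fell in MOSE-I cells (log2 change -1.74, adjusted p = 0.0119) and in MOSE-L cells (log2 change -2.21, adjusted p = 0.00107). From MOSE-I to MOSE-L cells its log2 change was -0.47 (adjusted p = 0.286). The MOSE-I call of Actn1 ended without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0669 to 0.0728). All of its 3 probe sets were called lower in MOSE-L cells, with log2 changes of -2.24 to -2.15.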

The microarray results indicated progressively decreasing α-actinin expression levels which were confirmed by qRT-PCR (Table 2). α-actinin protein levels were significantly decreased in both MOSE-I and MOSE-L cells compared to MOSE-E cells (Figure 2A). A distinct co-localization of α-actinin (red) with actin filaments (green) running parallel to the leading edge was always readily apparent in MOSE-E cells (Figure 3B). In MOSE-L cells, α-actinin appeared largely as diffuse staining in the cytoplasm with considerably less evident co-localiziation with actin filaments (Figure 3B, red). This was also observed in MOSE-I cells (data not shown). Confocal microscopy indicated α-actinin did not co-localize to the very short actin filaments and disorganized actin found in MOSE-L cells (Figure 3B, confocal images and inset).

In addition to actin filament bundling, α-actinin acts as a platform to mediate protein-protein interactions including those involved in forming and maintaining focal adhesions [23], [24]. MOSE cells had variable levels of gene products known to associate with or modulate focal adhesions (Table 2, Focal Adhesions). Also, a number of gene products directly associate with α-actinin to modulate focal adhesions (zyxin, vinculin, integrin b1 and b2) or regulate actin (palladin and syndecan). 

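Tensin 1 (Tns1), which binds actin at fibrillar adhesions, fell from 1375 ± 429 in MOSE-E to 336 ± 72.8 in MOSE-L cells (log2 change -1.85, adjusted p = 0.000613; SD, n = 3). The adaptor Nck2, which links kinases to actin assembly, rose from 501 ± 46.6 to 1354 ± 316 (log2 change 1.33, adjusted p = 0.00121), and integrin β8 (Itgb8), which activates latent TGF-β, from 543 ± 218 to 2704 ± 1032 (log2 change 2.19, adjusted p = 0.000975). Of 31 focal adhesion genes, listed before the data were examined, 3 rose and 9 fell between MOSE-L and MOSE-E cells (3 and 10 adjusted over the list alone), and 19 did not pass. Their median was -0.62 (adjusted p = 0.000597 from camera; adjusted p = 0.394 with an estimated correlation). Between MOSE-I and MOSE-E cells, 1 rose and 8 fell (1 and 11 adjusted over the list alone), with a median of -0.79 (adjusted p = 1.16e-06; adjusted p = 0.356 with an estimated correlation). Per array the medians were -0.37, 0.18 and 0.22 for MOSE-E, -0.86, -0.78 and -0.78 for MOSE-I and -0.62, -0.45 and -0.95 for MOSE-L replicates 1, 2 and 3. Of the MOSE-I falls, those of Actn1, Zyx, Itgav and Itgb1 were not called without MOSE-E replicate 2 or 3.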

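Zyxin (Zyx), which recruits actin assembly factors to adhesions, measured 7546 ± 3144 in MOSE-E, 1985 ± 370.1 in MOSE-I and 1665 ± 132 in MOSE-L cells (SD, n = 3), with log2 changes of -1.81 in MOSE-I (adjusted p = 0.00810) and -2.05 in MOSE-L cells (adjusted p = 0.00115). Palladin (Palld), a scaffold of stress fibers, measured 4125 ± 1181 in MOSE-E, 1856 ± 676 in MOSE-I and 1290.0 ± 341 in MOSE-L cells (log2 change -1.15, adjusted p = 0.0437, and -1.63, adjusted p = 0.00449). The MOSE-I calls ended without MOSE-E replicates 2 or 3 (adjusted p = 0.0536 and 0.0534) for Zyx and without MOSE-E replicates 2 or 3 or MOSE-I replicates 1 or 3 (adjusted p = 0.0979 to 0.177) for Palld. Syndecan 1 (Sdc1), a heparan sulfate proteoglycan, rose from 4964 ± 627 to 11234 ± 3487 (log2 change 1.13, adjusted p = 0.0196), a call lost without MOSE-E replicates 2 or 3 or MOSE-L replicates 2 or 3 (adjusted p = 0.0506 to 0.0804).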

Changes in mRNA levels of several of these genes were confirmed by qRT-PCR (Table 2). Importantly, genes associated with cancer progression (i.e., Itgb2, Itgb5, paxillin, fyn) displayed increased expression, whereas those thought to suppress progression (i.e., vinculin, gravin) exhibited decreased levels of expression compared to MOSE-E cells.

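Integrin β5 (Itgb5), which pairs with αv, rose from 1145 ± 119.6 in MOSE-E to 3084 ± 808 in MOSE-L cells (log2 change 1.36, adjusted p = 0.00173; SD, n = 3). Paxillin (Pxn), a docking protein of adhesions, rose from 1582 ± 6.42 to 3591 ± 416 (log2 change 1.15, adjusted p = 0.00185), and the Src family kinase Fyn from 457 ± 78.7 to 1235 ± 427 (log2 change 1.30, adjusted p = 0.00402). Gravin (Akap12), a kinase-anchoring scaffold, measured 2601 ± 992 in MOSE-E, 264 ± 29.7 in MOSE-I and 219.9 ± 9.17 in MOSE-L cells and was lower at both later stages against MOSE-E (log2 change -3.00, adjusted p = 0.000713, and -3.22, adjusted p = 3.49e-05). In MOSE-I cells Itgb5 measured 1995 ± 285 (log2 change 0.77, adjusted p = 0.0494), Pxn 2214 ± 398 (log2 change 0.46, adjusted p = 0.130) and Fyn 621 ± 109 (log2 change 0.40, adjusted p = 0.290), all short of a call. The Itgb2 probe set, at a signal under 500 on every array, was not tested.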

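Vinculin (Vcl) measured 23543 ± 9392 in MOSE-E, 10460.0 ± 1568 in MOSE-I and 6827 ± 1876 in MOSE-L cells (SD, n = 3). It fell in MOSE-L cells (log2 change -1.73, adjusted p = 0.00400), where the difference was larger than the spread within either stage. In MOSE-I cells its log2 change was -1.08 (adjusted p = 0.0563), which passed without MOSE-E replicate 1 or MOSE-L replicates 1 or 3 (adjusted p = 0.0105 to 0.0455). The step from MOSE-I to MOSE-L cells gave -0.64 (adjusted p = 0.150).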

Vinculin, which binds actin and is part of the focal adhesion complex linking actin to integrins, exhibited both reduced mRNA (Table 2) and protein levels (Figure 2A) during malignant progression. To visualize potential alterations in subcellular localization, MOSE cells were immunostained for both F-actin and vinculin (Figure 3C). In MOSE-E cells, vinculin co-localized to the ends of actin bundles, forming well-defined focal adhesion structures similar to that observed for non-transformed epithelial cells. In contrast, vinculin staining was largely diffuse and only marginally co-localized with actin fibers in the MOSE-L cells. Inherently, the focal adhesion-like structures in MOSE-L cells were less defined and more punctate. Confocal microscopy revealed that vinculin was distributed throughout the cytoplasm of MOSE-L cells and did not appear to associate directly with the disorganized actin, (Figure 2C, confocal images). Similar vinculin staining patterns were observed in 90% of the MOSE-I (data not shown), suggesting that aberrant vinculin subcellular localization is an early event as cells transition from MOSE-E to MOSE-I.

The primary component of focal adhesions, FAK, did not exhibit significant changes in mRNA levels during MOSE progression (Table 2). However, FAK protein levels were significantly elevated in both MOSE-I and –L cells compared to MOSE-E (Figure 2A). To determine if there is also a change in FAK activity and localization, MOSE cells were immunofluorescently stained for total FAK (red) and FAK phosphorylated on tyrosine861 (FAK-P^Y861^, green) (Figure 3D). Of note, phosphorylation of FAK on tyrosine Y^861^ by Src, one of two residues phosphorylated by Src, contributes to cell migration [25], [26]. As shown in Figure 3D, FAK was only marginally associated with the membranes of MOSE-L cells compared to the bright punctate staining at the cell periphery of MOSE-E, but was rather diffusively distributed throughout the cytosol. Overall, there was very little punctate staining of FAK at the periphery of MOSE-L cells. Interestingly, the peripheral total FAK co-localized with the active FAK-Y^861^, suggesting that peripheral FAK is active in both MOSE-E and –L cells (Figure 3C, merge). Since FAK staining requires MeOH fixation, confocal microscopy did not provide conclusive results as to the co-localization of diffuse total FAK and pFAK-Y^861^ observed in MOSE-L cells. Thus, it is unclear whether diffuse pockets of disorganized actin and total FAK contribute to the reduced formation of focal adhesions observed in MOSE-L cells.

### Neoplastic cytoskeleton changes influence signal transduction pathways

The cytoskeleton plays an important role in tumor cell progression and events such as migration and invasion, allowing the cells to adapt and survive in different microenvironments; compounds that regulate cytoskeleton organization have been used as cancer therapeutics [27]. On the other hand, the organization of the cytoskeleton affects cellular organization, adhesion complexes and polarity, and vesicular transports. As noted above, the subcellular localization of proteins associated with focal adhesions displayed aberrations concomitant with the disorganized state of the cytoskeleton. This may allow the tumor cells to bypass cellular homeostatic control mechanisms by diverting signaling proteins to different locations, thereby changing the availability of binding partners or substrates, which may modify signal transduction pathways. Since aberrant signaling is a sign of malignancy [28], immunostaining for global tyrosine and serine phosphorylated proteins was used as a general gauge of signal transduction pathway organization and function.

Tyrosine phosphorylation, an indicator of receptor and non-receptor tyrosine kinase activity, plays a critical role in cancer cells, regulating proliferation, differentiation, and metabolism; 51 of the 90 tyrosine kinases have been implied in cancer (see recent review [28]. As shown in Figure 5A (top panel), MOSE-E cells showed a distinct phospho-tyrosine staining pattern highly reminiscent of focal adhesions at the cell periphery, with prominent co-localization evident at the ends of actin fibers and only marginal staining in the cytosol. In contrast, phosphotyrosine immunostaining did not co-localize strictly with actin fiber ends, presumably focal adhesions, in MOSE-L cells and was also readily apparent in the cytosol and in perinuclear regions (Figure 5A, bottom panel). Phosphoserine immunostaining, an indicator of downstream signaling and G-protein coupled receptor activity, appeared as organized punctae along filament-like structures radiating from the nucleus in MOSE-E cells. These did not co-localize with actin or cytokeratin; although the staining pattern suggested a co-localization with tubulin, this could not be confirmed since our tubulin and phosphoserine antibodies are produced in the same species, not allowing for double staining (Figure 5A, top panel). In MOSE-L, immunostaining for phosphoserine also appeared as punctae but were less organized (Figure 5A, bottom panel). As expected due to its role in the regulation of the splicing machinery, phosphoserine staining was detected in the nuclei of both MOSE-E and MOSE-L cells.

**Figure 5:**
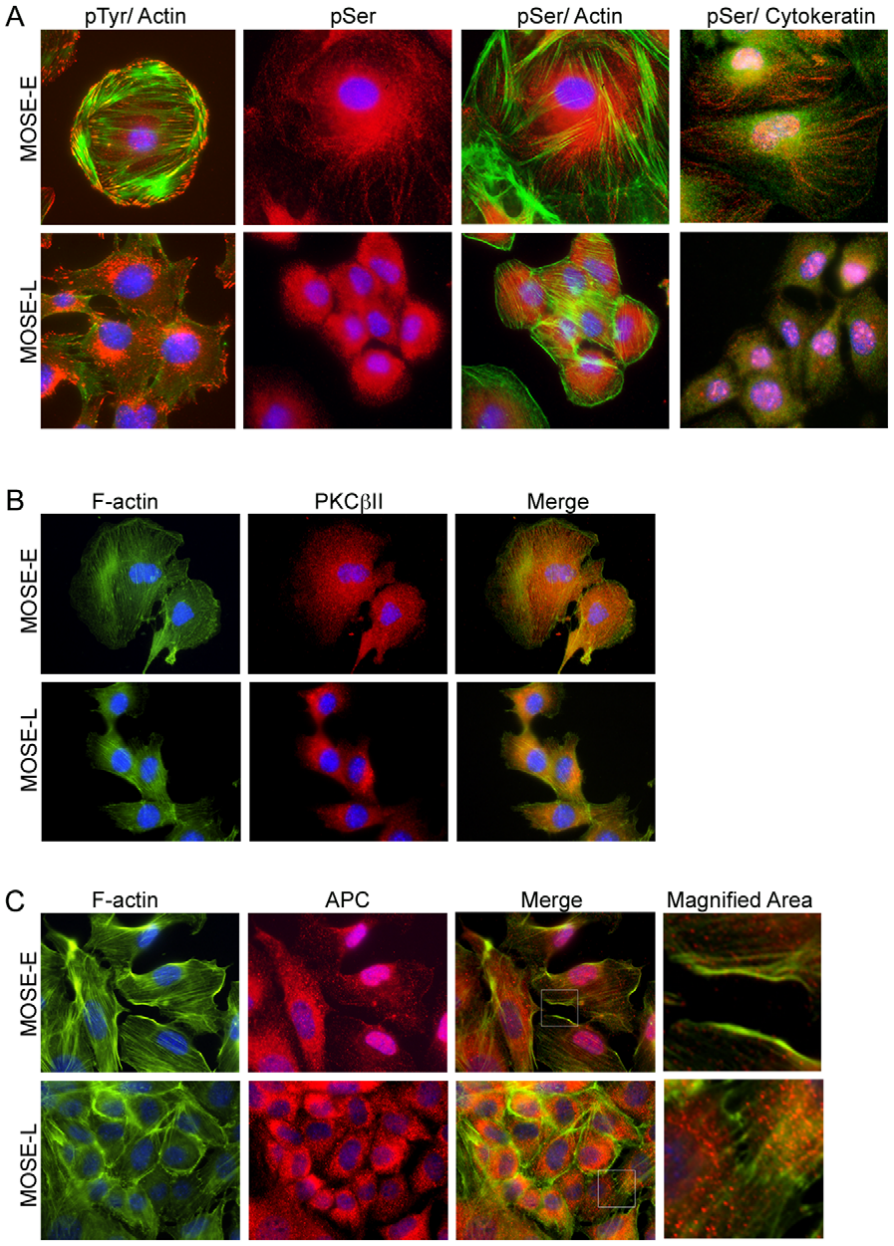
Influence of actin disorganization on localization of signaling proteins PKCβII and APC. (**A**) Immunofluorescent staining for DAPI (blue), phosphotyrosine (red, pTyr), and phalloidin (green, f-actin) or DAPI (blue), phosphoserine (red, pSer), with either phalloidin (f-actin, green) or cytokeratin (green). (**B and C**) Triple staining of MOSE-E and -L cells with DAPI (blue), phalloidin (f-actin, green) and PKCβII (red, B) or APC (red, **C**) antibodies. (Original magnification X600).

To further explore the hypothesis that the actin/tubulin cytoskeleton changes during the progression of MOSE-E to MOSE-L cells could lead to an incorrect localization/scaffolding of proteins and change signal transduction pathways, we analyzed integral signaling proteins that have also been implied in ovarian cancer development: protein kinase C β II (PKCβII) and adenomatous polyposis coli (APC). PKCβII is a member of the serine/threonine kinase family with a broad spectrum of intracellular targets and, thus, a central signaling intermediate in a multitude of signaling pathways. PKCβII is involved in the regulation of proliferation, apoptosis but also promotes angiogenesis, invasion and progression [29], [30]. In MOSE-E cells, PKCβII (Figure 5B, red) appeared as distinct punctae throughout the cytoplasm, co-localizing with actin stress fibers and actin at the leading edge (Figure 5B, merge). In contrast, PKCβII in MOSE-L cells (Figure 5B, bottom panel) was more diffuse and rarely co-localized with actin fibers (specific images of cells showing actin fibers were chosen). PKCβII immunostaining in MOSE-I cells displayed a mixed pattern with commonalities between that observed for both MOSE-E and MOSE-L cells (data not shown). To further investigate this observation, cell fractionation was performed to analyze PKCβII association with cytoskeletal components. Total PKCβII levels increased more than 4-fold in MOSE-L compared to MOSE-E cells (p<0.001) (Figure 6B). This correlates well with the role of overexpressed PKCβII in cancer progression which has led to the development of specific PKCβII inhibitors that alone or in combination with conventional drugs suppressed ovarian cancer cell growth [31]. The percentage of total PKCβII in the cytoskeletal fraction changed from 39% in MOSE-E cells to 9.5% in MOSE-L cells (Figure 6A).

**Figure 6:**
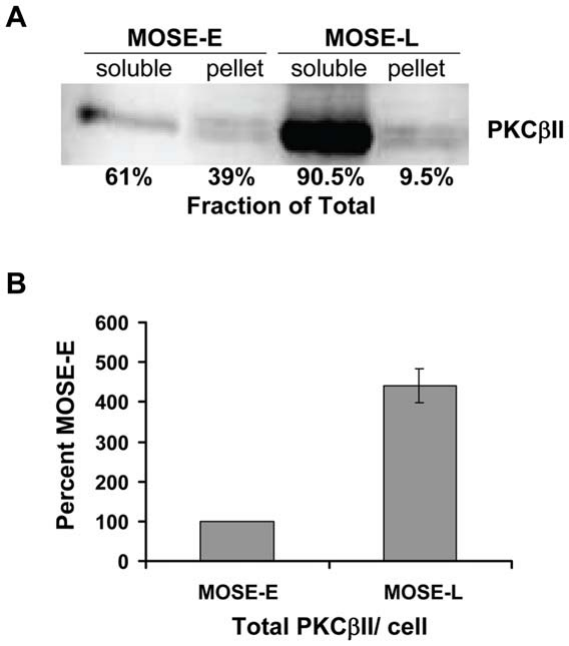
PKCβII protein levels and interactions with cytoskeleton. Equal amounts of protein from MOSE-E and MOSE-L was fractionated into 1% triton X-100 soluble and non-soluble (pellet) portions and analyzed by western blot analysis (**A**). Protein levels are the mean of three measurements expressed as percent of the total PKCβII protein with standard deviations ≤1.5% for all samples, normalized by cell number. (**B**) Total protein levels (soluble + pellet) (mean of three measurements) are expressed as percent of MOSE-E levels. * p<0.001.

We next investigated the expression and localization of adenomatous polyposis coli (APC), a scaffolding protein that regulates β-catenin metabolism [32] but is also involved in a broad range of other, β-catenin- independent processes such as regulation of microtubule assembly and bundling [33]. APC mutations contribute significantly to colon carcinogenesis [34] but also have been implied in ovarian cancer development [35], [36]. Approximately 50% of MOSE-E cells showed substantial APC staining in the nucleus while only a small percentage of MOSE-I cells and none of the MOSE-L cells displayed nuclear staining. Cells with nuclear APC showed very little cytosolic staining (Figure 5C). APC appeared punctuated in the cytosol of all MOSE cells (Figure 5C, red). Most of the cytosolic APC in MOSE-E and MOSE-I cells appeared to co-localize with actin fibers especially on the cell periphery (figure 5B, top panel); however, this was not observed in MOSE-L cells.

## Discussion

In the present study, we have identified genes and their functional categories that were altered as MOSE-derived cells transition from an early, pre-malignant, to a highly malignant stage. Our gene expression profiles from the transitional stages of MOSE cells displayed statistically significant changes in cell cycle, proliferation, metabolism and other functional categories that corresponded well with many of the morphological changes and biological behaviors observed in our progressive MOSE model, including the loss of contact inhibition, resistance to anoikis, the ability to form colonies in soft agar, and the capacity to form invasive tumors *in vivo* in an immunocompetent host [12]. While many of the gene expression changes may be applicable to other cancer models, the early stage dysregulation of the cytoskeleton architecture as described here highlights its role in early ovarian cancer progression.

Together, our data reflects many of the changes observed in established human ovarian cancer and further identifies several early events involved in neoplastic progression that may represent early targets for therapeutic intervention.

The substantial gene expression changes in the cytoskeleton category led us to focus on both key cytoskeleton proteins and their regulators to further delineate their global role in neoplastic transformation. Of note, stepwise dysregulation of the cytoskeleton has not been studied in depth for the early events in ovarian cancer. During the malignant progression of the MOSE cells, the microfilament, microtubule and intermediate filament systems became sequentially disorganized, highlighted by i) distinct protein level changes, ii) the significant loss of polymerized F-actin, and iii) the decreased capacity for formation of focal adhesions. Interestingly, the global subcellular distribution pattern of proteins phosphorylated on serine or tyrosine residues changed as MOSE cells progressed to a more malignant state, suggesting that signaling pathways were also becoming progressively altered. This may be partly due to the aberrant subcellular localization of proteins resulting from changes to cytoskeletal architecture. In support of the latter, changes affecting PKCβII and APC expression and localization, integral signaling intermediates associated with cancer development, correlated well with cytoskeleton alterations.

### Cytoskeleton and cytoskeleton-regulating proteins

Actin filaments, along with their associated proteins, are essential for cellular morphology, motility and migration, phagocytosis, vesicular movement, cytokinesis, and molecular transport between the plasma membrane and the nucleus [15]. Changes affecting actin cytoskeleton architecture were early events in the transitional progression of our MOSE-derived cells as most of the changes in gene expression and protein levels were readily evident in the MOSE-I cells, an intermediate transitional stage that already has acquired limited tumor-forming capacity. Microtubule organization, essential for cell division, cell migration, vesicle transport and cell polarization [37] was altered progressively during malignant progression culminating in a highly disorganized state in malignant MOSE-L cells. Of particular note is that the observed cytoskeletal alterations during MOSE cell progression have also been reported in several established human ovarian cancer lines that represent late stage aggressive disease. A comparison of our results to microarray data sets from established human ovarian cancer cell lines and benign or normal OSE as a reference [21], [22] demonstrated a highly significant overlap in the changes of cytoskeleton and regulatory genes (see Table 6). Furthermore, in a recent proteomic study of human ovarian cancer, 21 of the 37 proteins found to be differentially expressed between low- and high-grade ovarian cancer cell lines (TOV-81D and TOC-112D, respectively) were involved in cytoskeleton organization, cell adhesion and motility [38]. Similar changes in genes overrepresented in these functional categories were observed by proteomic comparison of several established and widely used ovarian cancer cell lines; it was concluded that these gene changes were not associated with a specific sub-type of ovarian cancer but rather with the cells' aggressive and invasive behavior [39]. Importantly, our data reveal a stepwise accumulation of genetic changes affecting the actin cytoskeleton that are not readily apparent when analyzing human ovarian cancer samples, which are largely representative of late stage disease. Together, these data suggest that the changes in the actin cytoskeleton are a common event in ovarian cancer cells and not restricted to a specific sub-type of ovarian cancer. Thus, these genes and gene products may represent potential early targets for chemotherapeutic intervention against several types of ovarian cancer.

Reciprocal or coordinated regulation of cytoskeleton components, specifically microtubules and the actin cytoskeleton, is becoming more apparent [40], [41], [42]. Our data demonstrating early, more drastic changes in the actin cytoskeleton validate these observations and suggest that the early disorganization of the actin cytoskeleton may be a key element that facilitates further dysregulation of the cytoskeleton in ovarian cancer. Hence, actin and its regulatory and associated proteins may be better therapeutic targets in ovarian cancer. This hypothesis is supported by recent observations demonstrating that interference with actin dynamics is more effective than microtubule disturbance in inhibiting human ovarian cancer cell motility [43], and stabilization of the actin cytoskeleton can be achieved by re-introduction of actin-binding proteins such as calponin [44]. Interestingly, calponin re-expression in ovarian cancer cells also significantly reduced peritoneal dissemination [45].

Prominent stress fibers have been demonstrated in more stationary cells and are thought to inhibit motility, whereas changes in cytoskeleton regulatory proteins have been closely associated with increased cell motility and invasion [46]. Our studies show the sequential loss of stress fibers during MOSE progression. This may be associated with the aberrant expression and localization of cytoskeleton regulators such as vinculin, FAK, and α-actinin, since these regulators form complexes with other membrane proteins such as integrins that together generate signals to regulate proliferation and migration of normal and tumor cells [26], [47]. We have reported the increase in cell proliferation during MOSE progression [12] that correlates well with the changes in the cytoskeleton architecture. Of note, the aberrant expression of α- and β-tubulin, keratin 7, and other cytoskeleton regulators has been reported in drug-resistant ovarian tumors [48], indicating that dysregulation of the cytoskeleton may also contribute to multi-drug resistance. Interestingly, FAK inhibition augmented docetaxel-mediated apoptosis in ovarian cancer cells [49], [50], suggesting that the effects of the cytoskeleton and its regulators are not limited to regulation of cell morphology, adhesion and motility. Thus, the cytoskeleton and its regulators -especially of the actin cytoskeleton in early stages- may be effective chemotherapeutic targets as has been already shown for the microtubule system [27], [51].

It should also be noted that additional actin-binding proteins (see Table 3) such as tropomyosin 2 were found to be significantly down-regulated in MOSE-L cells. 

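Tropomyosin 2 (Tpm2), which coats and stabilizes actin filaments, measured 12894 ± 6094 in MOSE-E, 5000.0 ± 1589 in MOSE-I and 209 ± 41.4 in MOSE-L cells (SD, n = 3). Its log2 change was -1.29 in MOSE-I (adjusted p = 0.0448) and -5.53 in MOSE-L cells (adjusted p = 5.45e-06), the first call ending without MOSE-E replicates 2 or 3, MOSE-I replicates 1, 2 or 3 or MOSE-L replicate 2 (adjusted p = 0.0537 to 0.178). Tropomyosin 4 (Tpm4) fell from 25417 ± 5806 to 10713 ± 2715 in MOSE-L cells (log2 change -1.25, adjusted p = 0.00449). Tropomyosin 3 (Tpm3) went from 15836 ± 283 to 8579 ± 1880.0, and its log2 change of -0.91 (adjusted p = 0.00842) missed the minimum of 1 except without MOSE-L replicate 2 (adjusted p = 0.00902).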

Though tropomyosin function is less defined in non-muscle cells, an increase in actin stiffness, protection from branching due to cofilin activity, and formation of lamellipodia has been reported (see recent review [52]). In cancer, frequent changes in tropomyosin expression levels have been noted and loss of tropomyosin has been associated with the switch from a dormant to rapidly growing tumor [53]. Down-regulation of tropomyosin 2 via epigenetic silencing in human ovarian cancer has been reported [54] and recent results in our laboratories using 5′aza deoxycytidine treatment suggest that tropomyosin 2 as well as α-actinin and vinculin are epigenetically silenced in MOSE-L cells (unpublished observations). We have already demonstrated that promoter methylation of the E-cadherin gene results in its silencing during MOSE progression [12]. Future studies will help define at what stage this epigenetic silencing of actin regulatory genes occurs and if these specific genes are potential targets for chemotherapeutic interventions.

### Signal Transduction

Post-translational modifications including protein phosphorylation determine cellular responses and functions. Changes in the equilibrium of the antagonistic kinase and phosphatase activities, especially on tyrosine residues, have been described in many cancers as a result of the oncogenic activation of receptor or non-receptor tyrosine kinases or the inhibition of protein tyrosine phosphatases (e.g., EGFR, Her-2neu, Src, Abl, PTPs) [28]. Changes in G-protein coupled receptors affect the phosphorylation of serine residues and subsequently a multitude of signaling pathways. An increase of tyrosine phosphorylated proteins and altered intracellular localization of both tyrosine or serine phosphorylated proteins during the progression in our MOSE model suggest the relocalization of signaling intermediates may be associated with changes in cellular properties and functions. While it was not within the scope of this study to identify these proteins and characterize affected signaling pathways and downstream events, we have identified an aberrant expression and localization of two important signaling molecules, PKCβII and APC.

PKCβII is critically involved in cancer of several organs including the ovaries [9], [29]. Upon activation, PKCβII is translocated to the membrane and pericentrosomal regions [55], [56] which requires the presence of a well-organized actin cytoskeleton [57]. PKCβII can directly bind to actin, which in turn modulates its substrate specificity via determination of substrate proximity [58], suggesting that the actin cytoskeleton controls the target substrate and, therefore, the regulated signaling pathways [57]. One could speculate that the overexpression and sequestration of activated PKCβII during neoplastic progression provides a survival mechanism, or its proximity to other signaling components may serve to provide the cell with a constitutive endogenous signaling compartment, stimulating cell survival, migration and invasion. The overexpression and pericentrosomal aggregation of PKCβII observed in MOSE-L cells concurrent with actin microfilament disorganization, taken together with previous findings, suggests that the two events may be inherently linked.

Progression to the MOSE-L stage in our model was accompanied by the presence of podosome-like structures throughout the cytoplasm of the cell. PKC activation is associated with the formation of podosomes, which may be immature forms of invadopodia [18], [59]. It also modulates the distribution of F-actin and can lead to a dissociation of vinculin from focal adhesions in transformed cells [60]. Hence, the podosomes-like structures observed in MOSE-L cells may be the indirect result of over-expressed or sequestered PKCβII, but this needs to be investigated further.

Concurrent with the actin cytoskeleton disorganization, aberrant localization of APC was observed during progression to the malignant MOSE-L phenotype. APC serves as a negative regulator of Wnt signaling, acting as a key tumor suppressor gene that is often mutated in colon cancer [34] but has also been implicated in ovarian cancer development [36]. APC is a multifunctional protein, influencing both microtubule assembly and bundling [61] as well as actin polymerization and cell polarity [62]. Recent studies suggest that APC may act in a more regulated fashion by i) direct association with microtubules [63], ii) binding cytoskeleton regulating proteins including IQGAP1 [62], [64] and iii) interacting with intermediate filaments [65], all of which suggest that the cytoskeletal architecture is critical for APC localization [66]. Thus, the early changes in the cytoskeleton in our MOSE cell system may have a direct impact on the subcellular localization of APC influencing its function. Interestingly, in normal colon cells, APC is strongly localized in the nucleus while appearing increasingly in the cytoplasm in colon carcinoma [34]. APC shuttles between nucleus and cytoplasm, sequestering β-catenin to induce degradation in the cytoplasm or dampen β-catenin mediated transcriptional activity in the nucleus [67]. However, the binding to DNA, base excision DNA repair proteins, and phosphotyrosine phosphatases indicates other, yet to be determined functions of APC in the nucleus. The loss of full-length APC activates a DNA demethylase in colon cells and increased the expression of genes that maintain an undifferentiated cellular state [68]. These observations together with the loss of APC during progression of our MOSE-derived cells strongly support a tumor-suppressing effect of nuclear APC.

In summary, gene expression profiling during neoplastic progression of MOSE cells revealed that cytoskeleton associated genes were significantly impacted as cells transitioned from a benign to a malignant stage. Distinct actin regulatory genes were dysregulated at early stages in ovarian cancer progression with microtubule and intermediate filament alterations following at later stages. Our data support the concept of cross-talk between actin, tubulin and intermediate filament regulatory mechanisms. We provide further evidence that progressive disruption of the cytoskeleton architecture plays a pivotal role in subcellular organization of signaling intermediates, particularly with respect to coordinated signal transduction events. Thus, cytoskeleton dysregulation may influence trafficking of proteins and vesicles within the cell, changing the proximity of substrates and enzymes that subsequently lead to aberrant downstream signaling pathways and cellular responses. Finally, our data supports the hypothesis that structural rearrangements of the cytoskeletal architecture are crucial for neoplastic progression, conveying signals from the extracellular matrix to the nucleus that allow cancer cells to adapt to their microenvironment via transcription factor activation and subsequent change of gene expression (see recent review [69]). Many of the changes observed in the present study are also found in human ovarian cancer and therefore validate the use of our model for future mechanistic studies to further define how cytoskeletal organization modulates the subcellular localization of cancer promoting signaling pathways.

## Materials and Methods

### Cell Culture

The MOSE cell model utilized in this study was developed and characterized as previously described [12]. MOSE cells were classified into early (MOSE-E, passages 5–20), intermediate (MOSE-I, passages 60–80), and late (MOSE-L, passages 120–180) stages based on ranges of passage number that displayed similar growth rates, anchorage independent growth efficiencies in soft agar, *in vivo* tumor formation, and aneuploidy. MOSE cell lines were routinely maintained in DMEM high glucose medium (Invitrogen, Carlsbad, CA) supplemented with 4% fetal bovine serum (Hyclone, Logan, UT), 100 mg/ml each of penicillin and streptomycin, 5 mg/ml insulin, 5 mg/ml transferrin, and 5 ng/ml sodium selenite (Invitrogen, Carlsbad, CA). For RNA and protein collection, cells were seeded in 100 mm dishes at 0.5-2×10^6^ cells and grown for 1–2 days (60–80% confluency).

### Gene Chip Micoarrays and Data Analysis

Biological replicate RNA samples for early (passage 13, 14, and 15), intermediate (63, 71, and 73), and late (136, 142, and 143) passages were isolated using the RNeasy Kit according to the manufacturers instructions (Qiagen, Valencia, CA) and treated with ribonuclease-free deoxyribonuclease I (Qiagen, Valencia, CA). The RNA samples were submitted to the Virginia Bioinformatics Institute (VBI) Core Laboratory Facility (CLF) gene expression unit for microarray analysis. At VBI CLF the RNA samples were assayed on the Agilent 2100 BioAnalyzer for qualitative assessment and quantification. cRNA was hybridized to GeneChip Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, CA) containing 45,102 oligonucleotide probe sets representing over 18,000 known genes. We utilized MicroArray Suite 5.0 (Affymetrix, Santa Clara, CA) to process raw microarray data. Data values were normalizes to a trimmed mean of 500 units to allow inter-GeneChip comparisons. Excel Spreadsheet software (Microsoft, Silicon Valley, CA) was used to obtain fold change and and t-test p-values for the pairwise comparisons. After filtering for a maximum signal intensity greater than 500 fluorescent units and significant differences between early and late passages of greater than 2 fold (p≤0.05), data was analyzed for over-represented gene ontology categories using the Gene Trail Program [13], [70](http://genetrail.bioinf.unisb.de/index.php) and Onto-tools Pathway Express (http://vortex.cs.wayne.edu/projects.htm#Onto-Express) [71], [72]. Comparison of MOSE cells with human gene expression data was performed using the Gene Expression Omnibus (GEO) Illumina microarray data sets for a) Normal OSE cells and 10 ovarian cancer cell lines (OVAS, SMOV-2, KK, OVSAYO, RMG-1, OVMANA, OVISE, TOV-21G, ES-2, and OVTOKO) Accession number GSE16568 [21] and b) Affymetrix microarray data sets using Normal OSE cells and 6 additional ovarian cancer cell lines (SKOV3, OVCAR3, OVCA432, OVAW42, IGROV1, and CABA) Accession number GSE19352 [22].

### Real-time Polymerase Chain Reaction PCR (qRT-PCR)

Total RNA was extracted from biological replicate samples as described above. 500 ng of total RNA was reverse-transcribed using the ImProm-II Reverse Transcription System (Promega, Madison, WI) with random hexamer and oligo-dT primers according to the manufacturer's instructions. Quantitative Real-time Polymerase Chain Reaction (qRT-PCR) was performed on 5 ng of cDNA using gene specific primers designed using Beacon Design software (Palo Alto, CA) and SensiMix Plus Sybr mastermix (Quantace, Taunton, MA) in a 15 µL reaction volume. qRT-PCR was performed for 42 cycles at 95°C for 15 seconds, 56–58°C for 30 seconds, and 72°C for 15 seconds, preceded by a 10 minute incubation at 95°C, on the ABI 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA). Melt curves were performed to insure fidelity of the PCR product. The ΔΔCt method [73] was used to determine fold difference and the student T-test was utilized to ascertain significance.

### Cell Fractionation

Cells were grown in 100 mm tissue culture dishes as described above and cell fractionated essentially as described by Blobe et al. [58]. Briefly, cells were washed in PBS and lysed in 1% Triton X-100 solubilization buffer (15 mM Tris, pH 7.5, 120 mM NaCl, 25 mM KCl, 1% (v/v) TritonX-100, and Complete Mini Protease Inhibitor Cocktail (Roche, Indianapolis, IN)). Samples were incubated on ice for 30 minutes. Proteins concentrations were determined using a bicinchoninic acid protein assay kit (Pierce Biotechnology, Rockford, IL) and equal amounts of protein where separated into cytosol and cytoskeleton fractions by centrifugation at 100,000×*g* for 1 hour. Pellets (cytoskeleton fractions) were resuspended in 2X Laemmli buffer. Cytosol fractions (supernatant) were concentrated by precipitation with an equal volume of 20% (w/v) trichloroacetic acid for 30 min on ice, pelleted, washed with ice-cold acetone, dried, and resuspended in 2X Laemmli buffer. If necessary, residual trichloroacetic acid was neutralized with the addition of 1M Tris, pH 8. Cell protein fractions were then subjected to western blot analysis as described above. Densitometric quantitation of relative band intensity was performed using the NIH Image J program and normalized to cell number for total PKCβII levels.

### Western Blot Analysis

Cells were grown in 100 mm tissue culture dishes as described above, lysed with RIPA buffer [20 mM Tris-HCl pH 7.5, 1 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.5% Na-Deoxycholate, and 0.5% SDS, plus Complete Mini Protease Inhibitor Cocktail (Roche, Indianapolis, IN)], homogenized using a 22-gauge needle, and insoluble debris was cleared by centrifugation (15,000 *g*) for 20–30 minutes. Protein concentrations were determined using a bicinchoninic acid protein assay kit (Pierce Biotechnology, Rockford, IL). Proteins (10–20 µg/lane) were separated on 12–15% SDS polyacrylamide gels and transferred to a PVDF membrane (BioRad, Hercules, CA). PVDF membranes were blocked with 5% non-fat milk in wash buffer [10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% Tween-20]. Blots were immunostained with mouse monoclonal antibodies to total actin, vinculin, α-tubulin, β-tubulin, and γ-tubulin (Sigma, St. Louis, MO); Focal Adhesion Kinase (Upstate/Millipore, Billerica, Massachusetts); α–actinin (Abcam, Cambridge, MA); PKCβII and APC (Santa Cruz Biotechnology, Santa Cruz, CA). After incubation with horseradish peroxidase-conjugated secondary antibodies (Sigma, St. Louis, MO), SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher/Pierce Biotechnology, Inc., Rockford, IL) was used to visualize protein bands on the Chemidoc (Bio-Rad, Ventura, CA). Densitometric quantitation of relative band intensity was performed using the NIH Image J program and normalized to relative optical units of ribosomal protein L19 (RPL19) or γ–tubulin. Data is expressed as percent of controls and is the average of three biological replicates done in duplicate.

### Immunofluorescent staining

Cells were seeded on sterile glass coverslips as described previously [12] and fixed in either cold methanol for 4 minutes or 3% paraformaldehyde (PF) in 250 mM HEPES followed by a permeabilization step in 6% PF with 0.25% Triton X-100 in 250 mM HEPES for 10 minutes each at room temperature (RT). Cells were blocked with 2% chicken serum in PBS, incubated with primary antibodies (Phosphoserine, Pan-cytokeratin, Pan-cytokeratin FITC conjugate, FAK phospho-tyrosine 861 (Sigma, St. Louis, MO), Phospho-tyrosine (Zymed/Invitrogen, Carlsbad, CA), or listed above) for 20–60 minutes at RT, followed by three washes with PBS. Samples were incubated with appropriate secondary antibodies conjugated to Alexa Fluor^488^, Alexa Fluor^594^ (Molecular Probes, Eugene, OR) or TRITC (Sigma, St. Louis, MO) for 20 minutes at RT, followed by three washes with PBS. To stain actin, coverslips were incubated with Alexa Flouor^488^ conjugated phalloidin (Molecular Probes, Eugene, OR) for 20 minutes. Coverslips were mounted onto glass slides using Prolong Gold Antifade mounting medium with DAPI (Invitrogen, Carlsbad, CA).

Immunofluorescent micrographs were captured using a 60X objective on a Nikon 80*i* epifluorescence microscope equipped with UV, FITC and TRITC filters, and DS-Fi1 color and DS-U2 monochromatic cameras using NIS Elements BR 3.0 software (Nikon Instruments, Inc.) and processed with Adobe Photoshop®. To compare protein expression levels and subcellular localization, care was taken to ensure that micrographs were taken with the same exposure time. For confocal microscopy, immunofluorescently labeled cells were imaged with a Swept Field Confocal system (Prairie Technologies) on a Nikon Eclipse TE-2000U inverted microscope equipped with a 60×,1.4 NA Plan-Apochromatic phase–contrast objective lens and automated ProScan stage (Prior Scientific). The confocal head was equipped with filters for illumination at 488, 568, and 647 nm from a 400 mW argon laser and a 150 mW krypton laser. Digital images were acquired with an HQ2 CCD camera (Photometrics). Image acquisition, shutter, Z-axis position, laser lines, and confocal system were all controlled by NIS Elements AR software (Nikon). Z-series optical sections through each cell were obtained at 0.6 µm steps. Images were processed using Adobe Photoshop®.

### Quantitation of Filamentous Actin

Cells were seeded at 10,000 cells/well in a 24 well plate, and parallel plates were used to determine the mean cell number per well. Cells were fixed after 48 hours in 3% PF for 10 minutes followed by permeabilization in 6% PF containing 0.5% Triton X-100 for 10 minutes. Cells were quenched with 50 mM Glycine, and washed with PBS followed by a 60 min blocking step with 2% chicken serum for at least 60 minutes. F-actin was stained with Alexa Fluor^488^ conjugated phalloidin for 30 minutes, followed by extensive washing to remove unbound phalloiden. Alexa Fluor^488^ Phalloidin was subsequently solubilized with MeOH. Recovered fluorescence (Ex488/Em525) was determined using a safire2 microplate reader (Tecan, Durham, NC) with Magellan v6.3 for windows software (Tecan, Durham, NC). The amount of filamentous actin is expressed as the average relative fluorescence per cell ± the standard deviation calculated with a standard propagation of error equation σ^z^ =  square root [(σ^x^/average x)^2^ + (σ^y^/average y)^2^] x average z, where in this experiment z is the fluorescence/cell number, x fluorescence, y cell number, and σ the standard deviation [74].

## Supporting Information

Table S1 **Differentially expressed actin binding regulating genes in MOSE cell stages**
(DOC) Click here for additional data file.

Table S2 **Differentially Expressed Microtubule and Microtubule Associated Genes in MOSE cell stages.**
(DOC) Click here for additional data file.

# Supplementary material for: Changes in Gene Expression and Cellular Architecture in an Ovarian Cancer Progression Model
**Source:** PLoS One. 2011 Mar 3;6(3):e17676. doi: 10.1371/journal.pone.0017676
**Supplement:** Table S1 — Differentially expressed actin binding regulating genes in MOSE cell stages

**Supplemental Table S**1. Differentially expressed actin binding regulating genes in MOSE cell stages

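Myosin 18a (Myo18a), a motor-like scaffold, rose from 490.0 ± 41.0 in MOSE-E to 1430.1 ± 482 in MOSE-L cells (log2 change 1.41, adjusted p = 0.00160; SD, n = 3), and the ankyrin protein Rai14 from 1639 ± 425 to 4084 ± 349 (log2 change 1.32, adjusted p = 0.00484). The anti-capping protein Evl fell from 722 ± 102 to 226 ± 82.0 (log2 change -1.51, adjusted p = 0.00204), and the LIM adaptor Pdlim1 from 6534 ± 804 to 2203 ± 427 (log2 change -1.56, adjusted p = 0.000578). Of the 72 genes of Table S1, 66 had a probe set past the filter, and between MOSE-L and MOSE-E cells 19 of them rose, 31 fell and 16 did not pass. Camera gave adjusted p = 0.000498 (adjusted p = 0.151 with an estimated correlation) for this list, which the study chose on the same arrays, so that it is not independent evidence. The ratios in the table are the paper's, of mean signals between stages.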

List of genes differentially regulated which are structural or regulatory proteins of the actin cytoskeleton. Fold differences  2 with p 0.05 are considered significant. Genes in italics were analyzed by RT-PCR and those in bold were validated to change significantly (p<0.05) between MOSE-E and MOSE-L cells and those not in bold were validated to change significantly (p<0.05) between MOSE-E and MOSE-I cells. Genes that have the greatest significant changes in MOSE-I cells are indicated by a plus (+). Genes indicated by an asterisk (*) have MOSE-I/MOSE-E ratios that are within less than 0.4 fold of MOSE-L/MOSE-E ratios.

# Supplementary material for: Changes in Gene Expression and Cellular Architecture in an Ovarian Cancer Progression Model
**Source:** PLoS One. 2011 Mar 3;6(3):e17676. doi: 10.1371/journal.pone.0017676
**Supplement:** Table S2 — Differentially Expressed Microtubule and Microtubule Associated Genes in MOSE cell stages.

**Supplemental**

**Table S2. Differentially Expressed Microtubule and Microtubule Associated Genes in MOSE cell stages.**

| **Gene Symbol** | **Gene Name** | **Accession Number** | **I/E** | **p-val** | **L/E** | **p-val** |
| --- | --- | --- | --- | --- | --- | --- |
| **Microtubule** |  |  |  |  |  |  |
| Tuba4a | tubulin, alpha 4A | NM_009447 | 1.5 | 0.0301 | -2.2 | 0.0146 |
| Tubb2a | tubulin, beta 2a | NM_009450 | -1.2 | 0.4725 | -3.5 | 0.0007 |
| Tubb2b | tubulin, beta 2b | NM_023716 | -2.8 | 0.0200 | -3.3 | 0.0144 |
| Tubb2c | tubulin, beta 2c | NM_146116 | 1.2 | 0.2601 | -2.1 | 0.0261 |
| ***Tubb3*** | ***Tubulin, beta 3*** | ***NM_023279*** | ***1.5*** | ***0.1902*** | ***-3.0*** | ***0.0362*** |
| Tubb6 | tubulin, beta 6 | NM_026473 | -1.2 | 0.0437 | -4.7 | 0.0013 |
| **Microtubule Binding and Regulation** | |  |  |  |  |  |
| Aspm* | asp (abnormal spindle)-like | NM_009791 | -1.7 | 0.0467 | -3.0 | 0.0300 |
| Bicd2 | bicaudal D homolog 2 (Drosophila) | NM_001039179 | -1.9 | 0.0337 | -2.1 | 0.0282 |
| Cdc6 | cell division cycle 6 homolog (S. cerevisiae) | NM_011799 | 1.4 | 0.0953 | -2.6 | 0.0248 |
| Cdgap | CDC42 GTPase-activating protein | NM_020260 | -1.4 | 0.0333 | -2.5 | 0.0021 |
| Cenpe* | centromere protein E | NM_173762 | -2.2 | 0.0246 | -3.7 | 0.0171 |
| Ckap2* | cytoskeleton associated protein 2 | NM_001004140 | 1.1 | 0.3932 | -2.2 | 0.0324 |
| Ckap2l | cytoskeleton associated protein 2-like | NM_181589 | 1.0 | 0.2245 | -2.8 | 0.0050 |
| Ckap4 | cytoskeleton-associated protein 4 | NM_175451 | -1.7 | 0.0290 | -3.0 | 0.0077 |
| Dnm2 | dynamin 2 | NM_001039520 | 1.7 | 0.2847 | 4.4 | 0.0049 |
| Dync1i1 | dynein cytoplasmic 1 intermediate chain 1 | NM_010063 | 1.4 | 0.4035 | 6.1 | 0.0450 |
| Fam110c | family with sequence similarity 110, member C | NM_027828 | -1.9 | 0.0559 | -2.1 | 0.0346 |
| Incenp* | inner centromere protein | NM_016692 | 1.1 | 0.1875 | -2.1 | 0.0379 |
| Jub* | Ajuba | NM_010590 | -3.6 | 0.0390 | -3.2 | 0.04509 |
| Kif1b | kinesin family member 1B | NM_008441 | -1.9 | 0.0304 | -2.3 | 0.0195 |
| ***Kif18a**** | ***kinesin family member 18A*** | ***NM_139303*** | ***-1.2*** | ***0.2028*** | ***-2.8*** | ***0.0062*** |
| ***Kif20a**** | ***kinesin family member 20A*** | ***NM_009004*** | ***1.2*** | ***0.1513*** | ***-2.7*** | ***0.0331*** |
| Kif21a | kinesin family member 21A | NM_016705 | 1.5 | 0.2060 | 2.4 | 0.0334 |
| *Kif22** | *Kinesin family member 22* | *NM_145588* | *1.0* | *0.2291* | *-2.7* | *0.0178* |
| ***Kif23**** | ***kinesin family member 23*** | ***NM_024245*** | ***-1.2*** | ***0.0970*** | ***-3.4*** | ***0.0082*** |
| Kif26b | kinesin family member 26B | NM_001161665 | 1.0 | 0.9068 | -3.9 | 0.0102 |
| Kif2c | kinesin family member 2C | NM_134471 | -1.2 | 0.0918 | -2.9 | 0.0211 |
| Kif4* | kinesin family member 4 | NM_008446 | -1.4 | 0.0966 | -2.1 | 0.0306 |
| Klc1 | Kinesin light chain 1 | NM_008450 | -1.4 | 0.0455 | -2.6 | 0.0009 |
| Klc4 | Kinesin light chain 4 | NM_029091 | 1.3 | 0.3611 | 3.1 | 0.0015 |
| Lats2* | large tumor suppressor 2 | NM_015771 | -3.4 | 0.0035 | -2.7 | 0.0058 |
| Map1lc3b | microtubule-associate1 light chain 3 beta | NM_026160 | 1.7 | 0.0930 | 2.3 | 0.0466 |
| Mtap6 | microtubule-associated protein 6 | NM_010837 | -3.0 | 0.0012 | -15.7 | 0.0004 |
| Ndn | Necdin | NM_010882 | -3.7 | 0.0124 | -26.8 | 0.0017 |
| Ninl+ | ninein-like | NM_207204 | -2.6 | 0.0068 | -2.2 | 0.0029 |
| Nudc | Nuclear distribution gene C homolog | NM_010948 | -1.3 | 0.1131 | -2.1 | 0.0109 |
| Pea15a | phosphoprotein enriched in astrocytes 15A | NM_011063 | -1.3 | 0.2698 | -2.9 | 0.0179 |
| Prc1* | protein regulator of cytokinesis 1 | NM_145150 | -1.4 | 0.0245 | -2.6 | 0.0158 |
| Shroom3 | Shroom family member 3 | NM_015756 | -1.2 | 0.3917 | 2.8 | 0.0115 |
| Spag5 | sperm associated antigen 5 | NM_017407 | -1.3 | 0.2226 | -2.2 | 0.0313 |
| Tbcel | Tubulin folding cofactor E-like | NM_173038 | 1.2 | 0.1501 | 3.5 | 0.0292 |
| Tpx2 | TPX2, microtubule-associated protein homolog | NM_001141977 | -1.2 | 0.0319 | -2.2 | 0.0194 |
| Vav2 | vav 2 guanine nucleotide exchange factor | NM_009500 | -2.1 | 0.0226 | -4.0 | 0.0062 |

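Among the microtubule genes of Table S2, Pea15a, which holds extracellular signal-regulated kinases in the cytoplasm, fell from 3788 ± 1087 in MOSE-E to 1239 ± 477 in MOSE-L cells (log2 change -1.61, adjusted p = 0.00520; SD, n = 3). Ckap4, a membrane protein that binds microtubules, fell from 8022 ± 1879 to 2767 ± 1377 (log2 change -1.60, adjusted p = 0.00515). Of the 43 genes listed, 42 had a probe set past the filter: 4 rose, 29 fell and 9 did not pass between MOSE-L and MOSE-E cells. Without MOSE-E replicate 2 the falls of Tubb4b, Aspm, Cenpe, Ckap2, Incenp, Kif1b, Kif23, Kif4, Ninl, Prc1, Cdc6, Spag5 and Tpx2 were not called. Kif21a was then called higher and Fam110c lower. The falls of Tubb4b, Aspm, Cenpe, Ckap2, Incenp, Kif23, Kif4 and Prc1 were not called without MOSE-E replicate 3 either. Camera gave adjusted p = 7.02e-08 (adjusted p = 0.151 with an estimated correlation) for this list, chosen by the study on the same arrays and so not independent evidence. Its medians were -1.08, -0.79 and -2.24 on MOSE-L replicates 1, 2 and 3.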

List of genes differentially regulated which are structural or regulatory proteins of the microtubule network. Fold differences  2 with p 0.05 are considered significant. Genes in italics were analyzed by RT-PCR and those in bold were validated to change significantly (p<0.05). Genes indicated by a plus (+) have MOSE-I/MOSE-E ratios that are within less than 0.4 fold of MOSE-L/MOSE-E ratios. An asterisk indicates genes that have products involved in chromosome congression, segregation or cytokinesis.

How the deposited data were processed for this re-analysis (not part of the article)

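Gene expression was measured in 3 stages of 1 series of mouse ovarian surface epithelial cells, MOSE-E, MOSE-I and MOSE-L, on 9 Affymetrix whole-genome mouse arrays. Each stage had 3 arrays, described as biological replicates, at passages 13, 14 and 15 for MOSE-E, 63, 71 and 73 for MOSE-I, and 136, 142 and 143 for MOSE-L cells. The authors made the deposited intensities, linear MAS 5.0 signals per probe set, and scaled each array to a trimmed mean of 500. All 45101 probe sets were present. Detection calls were not used here. The median signal per array ran from 93.2 to 130.0, and 10075 to 11104 probe sets per array lay over 500. The number of arrays, 3 per stage, limits the precision of every value.

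Signals were transformed to log2 of the signal plus 50. Control probe sets (64) were left out, and probe sets whose highest signal over the 9 arrays was over 500 were kept, which left 13845. A linear model with 1 mean per stage was fitted to all 9 arrays in limma 3.58.1 under R 4.3.3, with empirical Bayes variances that follow the mean signal (6 residual and a median of 4.9 prior degrees of freedom). The 3 comparisons were MOSE-L against MOSE-E, MOSE-I against MOSE-E and MOSE-L against MOSE-I, each adjusted by Benjamini-Hochberg over all tested probe sets. A probe set was called at an adjusted p of at most 0.05 and an absolute log2 change of at least 1. The paper's methods give a fold of signals over 2 without the added 50. Of the probe sets, 34958 named 1 gene, 932 several and 9211 none, and 34754 were matched to a gene table of the mouse assembly GRCm38.p6 by gene ID, used for names, neighbours and chromosomes. They covered 18194 gene symbols, of which 7952 had a probe set past the filter. Each gene took the probe set with the highest mean signal among those past the filter naming it alone.

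Probe sets called between MOSE-L and MOSE-E were sorted by their course. Those not called between MOSE-I and MOSE-E were late. Those called the same way at MOSE-I were early where the ratios of mean signals, written as folds of at least 1, lay within 0.4 of each other, and progressive where the MOSE-L fold was larger by at least 0.4. The rest had another course. The genes named in the text were chosen by a rule: every gene whose mRNA level in these cells the paper names in its text or in Tables 2 to 5, S1 and S2, whose values were thus seen in the paper, with 6 further genes of the paper's argument. To these came the 10 largest rises and 10 largest falls per comparison among called genes without overlapping groups, and up to 4 called members of each gene list with the largest change between MOSE-L and MOSE-E, or its highest-signal member where none passed. In all 266 genes were named by the rule. Gene lists (41, with 915 genes) were written before the data were examined, and the 35 with at least 3 measured genes were tested with camera at its preset correlation of 0.01 and at an estimated one, and with fry. Some lists share genes with the paper's tables, so they are not independent of its results. Chromosomes were tested with camera as sets of genes at an estimated correlation.

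The procedure was tested on simulated data with the same arrays. Of 100 probe sets changed by a fold of 2, 34% reached the adjusted p and 27% were called, and of 100 changed by a fold of 4, 81% were called. Of the unchanged probe sets 6 were called. Alternatives were an added value of 1 or 200, quantile normalization, median centring, no filter, a signal over 1000, the highest group mean over 500, a variance without trend, only the groups compared, the replicate number as a block, an adjusted p of 0.01, no minimum fold, the methods' t-test with and without adjustment or equal variance, other definitions of the courses, and leaving out each array in turn. The closing section gives their effect. Genes that no probe set names alone were not analysed here, and neither were the protein, imaging and PCR experiments or the human comparison of the paper. Several genes of the paper stayed under the filter and were not tested: Itgb2, Tubb3, Prkcb, Eppk1, Mylip and Kalrn.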

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

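The tests of a single array, of RNA quality and of dividing cells for the mitosis genes, and the test of X chromosome reactivation, were chosen after the results were seen. Most results below lie outside the paper's argument. The mitosis genes are part of it, and so are Krt7, Krt8 and Krt19 among the surface epithelium markers and Lats2 and Ajuba among the YAP and TEAD targets. With groups of 3 arrays, no statistical outlier test was applied, and the test of a single array used the list medians of the other MOSE-L arrays.

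The median log2 change of the 39 mitosis genes was -1.0, -0.62 and -2.91 on MOSE-L replicates 1, 2 and 3, against -0.055, 0.037 and 0.028 on the MOSE-E arrays. A single array as the whole cause is argued against by the other two, whose higher median was -0.62, and array scaling by a median of -1.58 after quantile normalization. RNA quality of MOSE-L replicate 3 stays open: its ratio of 3' to 5' Actb control signals was 1.83 against 1.12 to 1.45 on the other arrays, its Gapdh ratio 0.727 against 0.735 to 0.810, and on 1 array it cannot be told apart from the state of that culture. Fewer dividing cells in the MOSE-L cultures sampled is a candidate explanation, since DNA replication genes were lower on each MOSE-L array (highest median -0.21, against 0.042, -0.016 and -0.012 on the MOSE-E arrays), although the paper cites a faster growth of MOSE-L cells. The stage itself stays open as an untested biological cause, and no count of dividing cells was analysed here.

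Genes of chromosome 15 (330) and chromosome 19 (306) had relative median log2 changes of 0.34 and 0.28 in MOSE-L and of 0.38 and 0.28 in MOSE-I against MOSE-E cells, where the value for all genes is 0. With an estimated correlation, of 20 chromosomes only chromosome 19 passed in MOSE-I (adjusted p = 0.0315; chromosome 15, adjusted p = 0.0528), and none in MOSE-L cells (adjusted p = 0.114 for both), where 5 had an unadjusted p under 0.05 and the preset correlation called 7. The MOSE-L result depended on the fit: 5 chromosomes passed without MOSE-I replicate 1, and 3 with only the groups compared. A few strongly changed genes as the cause are argued against by the lowest relative median of the 6 later arrays without the called genes, 0.16 for chromosome 15 and 0.17 for chromosome 19. Array scaling was not decided by its test: a factor for a whole array cancels in values relative to all genes, and quantile normalization left the lowest at 0.23 and 0.20, close to the 0.226 and 0.213 before it. A gain of the whole chromosome in the cultures may explain the shifts, as 100% of the 16 and of the 15 windows of 20 neighbouring genes lay over the median of all genes. Windows did so too for chromosome 5 (100%), chromosome 10 (85.0%) and chromosome 6 (84.2%), so the test does not single out these chromosomes, and DNA copy number was not analysed here.

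Xist, the RNA that silences the inactive X chromosome, fell from 13898 ± 6464 in MOSE-E to 2611 ± 319.8 in MOSE-I and 1979.9 ± 803 in MOSE-L cells (log2 change -2.74, adjusted p = 0.000945), the MOSE-I call (log2 change -2.27, adjusted p = 0.00902) ending without MOSE-E replicates 2 or 3 (adjusted p = 0.0536 and 0.0575). Array scaling is argued against by a log2 change of -2.72 after quantile normalization, and reactivation of the inactive X chromosome by a median of the 244 other X-linked genes of -0.19 relative to all genes. Loss of the inactive X chromosome cannot be told apart from a lower Xist level alone. In MOSE-L cells the 4 measured genes known to escape inactivation had a median of -0.53 but went both ways (Eif2s3x -1.70, Ddx3x -0.75, Kdm5c -0.31, Kdm6a 0.28). In MOSE-I cells all 4 were lower than in MOSE-E cells (Eif2s3x -0.465, Ddx3x -0.521, Kdm5c -0.585, Kdm6a -0.429). A difference between stages in which cells grew out stays open as an untested cause.

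Hox genes had a median log2 change of -2.32 in MOSE-L cells, similar on the 3 arrays at -2.25, -2.03 and -2.16. Interferon response genes had a median of 1.247, at 0.55, 1.28 and 2.02 on MOSE-L replicates 1, 2 and 3. Genes of antigen presentation, with X-linked cancer testis genes, had a median of 1.20, at 0.55, 0.88 and 1.90 on these arrays. Both lists were highest on replicate 3, the array with the raised Actb ratio and the lowest Gapdh ratio (0.727). RNA quality was not tested for them and stays open. Markers of ovarian surface epithelium and mesothelium had a median of -0.94, at -0.86, -1.17 and -0.91. YAP and TEAD target genes had a median of -0.72, at -0.79, -0.46 and -0.47 against -0.36 on MOSE-E replicate 1. Mesenchymal genes had a median of -0.30 (adjusted p = 0.0331), which did not pass without MOSE-E replicate 3 (adjusted p = 0.0604) or MOSE-L replicate 1 (adjusted p = 0.0637), and whose medians of -0.70, -0.26 and -0.15 on the MOSE-L arrays overlapped MOSE-E replicate 1 (-0.24). With an estimated correlation the Hox call held (adjusted p = 0.0494), the YAP and TEAD list had adjusted p = 0.406 and the others adjusted p = 0.394.

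Among the largest changes outside the genes discussed, Emb had a log2 change of 7.10, Erdr1 of 5.98 and Sprr1a of 5.66 between MOSE-L and MOSE-E cells. Tagln had -7.72, Col1a2 -6.98 and Cdh11 -6.12. Their calls held without any single array, and the size of the Emb change depends on the added 50, as its MOSE-E signal was near background. So do the sizes of the Tagln and Cdh11 falls, as their mean MOSE-L signals lay under 50.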

How the results depend on the processing

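Alternatives called added below were chosen after seeing the data, and the rest before, with the following exceptions. For lists, chromosomes and the correlation of replicates, changes of the added value, the scaling and the filter were also chosen after, apart from a signal over 1000 for chromosomes. For lists and chromosomes, so were no variance trend, only the groups compared, the replicate block and an adjusted p of 0.01. Of 780 results for named genes over 28 settings, 19165 of 21690 values stayed on their side of the thresholds, 1969 fell out, 355 came in, 201 moved and none reversed. For lists the 2412 values held in 2201, for chromosomes the 42 values held in 37, and for ratios of mean signals the 7424 values held in 7255. Where results moved, the cause was not tested, except that stricter thresholds and adjustment call fewer probe sets by construction.

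Without 1 array at a time, probe sets higher and lower in MOSE-I than MOSE-E ran from 40 to 494 and from 87 to 739 (273 and 520 with all arrays), those in MOSE-L against MOSE-I from 671 to 1619 and from 485 to 1151 (1115 and 810), the late share from 70.85 to 94.63% (81.8%), the progressive share from 3.303 to 15.6% (10.11%), the early share from 0.3318 to 6.72% (3.467%), the fallen among the 12 mitotic genes from 3 to 11 (10), and the chromosomes called from 0 to 5 (0). The counts between MOSE-L and MOSE-E (1056 and 1021), the 215 named genes called there, the lists (20, 13 and 17) and the correlation of replicates (0.9473) moved by less than 1.5 times or their spread.

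Counts below are in the order higher, lower, and shares in the order late, progressive, early. An added 200 gave 179 higher in MOSE-I against MOSE-E. An estimated correlation left 1, 0 and 0 lists in the 3 comparisons (unadjusted p under 0.05 for 3, 2 and 5; fry 24, 16 and 14, and in its mixed form 33, 24 and 32). Early as a ratio of log2 changes gave 8.859%. No filter left 6 of the 12 mitotic genes, and only the groups compared 4, and for chromosomes 3 (added). An adjusted p of 0.01 gave 664 and 640 in MOSE-L against MOSE-E, 66 and 145 in MOSE-I against MOSE-E, 494 and 374 in MOSE-L against MOSE-I, 5.521% progressive, 1.15% early and 2 mitotic genes. No minimum fold gave 1841 and 1826, 629 higher, 1834 and 1927, and 6.136% early. The methods' t-test with Benjamini-Hochberg adjustment gave 147 and 267, 5 and 10, 3 and 7, shares of 98.79, 0.9662 and 0%, 48 named and 0 mitotic genes. With unequal variance it gave 529 higher in MOSE-L against MOSE-E, 443 higher in MOSE-L against MOSE-I, 128 named and 6 mitotic genes, and with both 2 and 8, 1 and 1, 0 and 0, shares of 100, 0 and 0%, 2 named and 0 mitotic genes. Of the added settings, 2 arrays per group (without MOSE-E replicate 1, MOSE-I replicate 1 and MOSE-L replicate 3) gave 816 and 995 in MOSE-I against MOSE-E, 685 higher in MOSE-L against MOSE-I, shares of 57.96, 19.23 and 10.23%, 1 chromosome and a correlation of 0.9852. The t-test at a ratio that rounds to the minimum fold gave 425 higher in MOSE-I against MOSE-E, and counting a MOSE-I change by p alone shares of 62.52, 25.15 and 5.889%.

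The replicate number as a block gave 1045 and 1027 probe sets in MOSE-L against MOSE-E. The numbers do not pair the arrays: arrays of the same number correlated, as deviations from their stage, at 0.06, 0.0456 and -0.022 between MOSE-E and MOSE-I, and 0.41, 0.262 and 0.0189 between MOSE-E and MOSE-L. Quantile normalization and median centring shifted the median of all genes by less than 0.1 on the log2 scale, and the higher share of calls between MOSE-L and MOSE-E was 50.8% as scaled, 50.3% and 49.4%. Signal over background limits the dim genes: 7 Y-linked genes and 20 genes of other tissues reached signals of up to 217.5 and 381.1, so changes under a signal of 500 were not tested, and an added 50 shrinks the folds of genes close to it.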

Differences from the paper's values

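The added alternatives (2 arrays per group, the mean of the ratios over all probe sets of a gene, a ratio that rounds to the minimum fold, and a MOSE-I change counted by p alone with the methods' t-test) were chosen after seeing the values. Of 126 genes that the paper's tables give at a p of at most 0.05 and a fold of at least 2 in MOSE-L, 24 were not called here in the paper's direction, and the added alternatives dropped 33 (2 arrays per group), 21 (p alone), 20 (the rounded ratio) and 18 (the mean of ratios, by fold alone). The calls here use limma's adjusted p and log2 of the signal plus 50, where the paper states a p without naming an adjustment and a fold of signals. A count or share is said to differ from the paper's when one is over 1.5 times the other, and a ratio when it is so by more than the SD of the arrays too, or when the directions differ and either ratio is over 1.5.

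For the percent of changed probe sets that were progressive, the paper's value is 33.3%, and here it was 10.11%. None of the alternatives set before the data were examined came within 1.5 times of it. The p-alone t-test, chosen after seeing the values and dropping 21 of the paper's 126 called genes, gave 25.15%. Among probe sets called only in MOSE-L, the late ones, the paper's count of those higher is 608 and here 937. The count came within 1.5 times of the paper's with late defined by adjusted p in MOSE-I (904), an added 200 (735), median centring (898), a signal over 1000 (678), the highest group mean over 500 (846), only the groups compared (828), the methods' t-test (722), unequal variance (469), an adjusted p of 0.01 (630), the replicate block (911), and without MOSE-E replicate 1 (867), 2 (752) or 3 (716), MOSE-I replicate 1 (896) or MOSE-L replicate 3 (697). It stayed farther off with an added 1, quantile normalization, no filter, no variance trend, the adjusted t-tests, no minimum fold, early as a ratio of log2 changes, and without MOSE-I replicate 2 or 3 or MOSE-L replicate 1 or 2. The settings chosen after seeing the values gave 582 (p alone, dropping 21 of the paper's 126 called genes), 701 (2 arrays per group, dropping 33) and 753 (the rounded ratio, dropping 20).

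The paper's progressive probe sets number 272 higher and 382 lower, and here 61 and 149, with no alternative set before the data were examined within 1.5 times of them. Of the settings chosen after seeing the values, 2 arrays per group, dropping 33 of the paper's 126 called genes, gave 182 higher and the p-alone t-test, dropping 21, 283 lower. Early probe sets that rose number about 46 in Fig. 1, read by eye, and here 28. The count came within 1.5 times of the paper's with early as a ratio of log2 changes (53), an added 1 (36), quantile normalization (33), only the groups compared (31), the replicate block (38), and without MOSE-I replicate 1 (46) or MOSE-L replicate 3 (52), and, among settings chosen after seeing the values, with the p-alone t-test (47, dropping 21 of the paper's 126 called genes) and the rounded ratio (33, dropping 20). It stayed farther off with the other alternatives.

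Of 264 ratios of mean signals in the paper's tables, 258 had the paper's direction here, 168 lay within 5% and 12 differed by the rule above. Each was also computed under 12 alternatives set before the data were examined. None of them ended the difference by this rule for Actg1 in MOSE-I (the paper's ratio -2.1, here 1.053; the paper's table gives Actg1 the same ratio and p in both comparisons, the only gene of Tables 2 to 5 with that), Parva in MOSE-L (the paper's -3.3, here -1.221), Dnm2 in MOSE-L (the paper's 4.4, here 1.536), Plec in MOSE-L and MOSE-I (the paper's 3.2 and 1.7, here -1.809 and -3.205) and Rassf5 in MOSE-I (the paper's -20, here -1.818). For Itgav in MOSE-I, the paper's ratio is -3.7 and here -2.392, ended by quantile normalization and without MOSE-E replicate 1 or MOSE-I replicate 2. For Arpc5l in MOSE-L, the paper's is 2.5 and here 1.555, ended without MOSE-E replicate 1 or MOSE-L replicate 2. For Myh9 in MOSE-L, the paper's is -2.3 and here -1.456, ended without MOSE-E replicate 1 or MOSE-L replicate 2 and by the mean over all probe sets. For Myh9 in MOSE-I, the paper's is -2.3 and here -1.51, ended by quantile normalization, without MOSE-E replicate 1 or MOSE-I replicate 2, and by the mean over all probe sets. For Dnm2 in MOSE-I, the paper's is 1.7 and here 1.114, ended by quantile normalization, median centring and without MOSE-I replicate 2. For Sh3kbp1 in MOSE-L, the paper's is -6.9 and here -11.74, ended by the mean over all probe sets. The other alternatives left each of these differences. The mean of ratios, chosen after seeing the values and dropping 18 of the paper's 126 called genes, gave -6.873 for Sh3kbp1, -2.919 for Itgav, 2.048 for Arpc5l, -1.832 and -1.926 for Myh9 and 1.181 for Dnm2 in MOSE-I, with 11 of the 264 ratios differing. It gave -1.777 for Parva in MOSE-L, still a difference. Itgav, Parva and Arpc5l have 2 probe sets each. In these ratios the probe set not used here lay on the paper's side of the one used. Actg1 and Rassf5 have 1 probe set each, so this does not apply to them.

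Some statements of the paper were met in part by the calls here. The paper has most actin genes of Table 2 and Table S1 change stepwise. By the calls 49 of 65 were late and 12 progressive, although 55 of 65 had a MOSE-I value between the other stages. The progressive genes Rhoj, Sh3kbp1, Myo1c, Pdlim7, Actn1, Zyx, Palld, Actg2 and Tpm2 lost their MOSE-I calls without MOSE-E replicate 2 or 3. It has Actg1, Fmn1 and Drebrin 1 as the early genes among them. Here Fmn1 was early (the MOSE-I call ending without MOSE-E replicates 2 or 3, MOSE-I replicates 1, 2 or 3 or MOSE-L replicate 2 (adjusted p = 0.06 to 0.199), the MOSE-L call without MOSE-E replicates 2 or 3 or MOSE-L replicate 1 (adjusted p = 0.0681 to 0.104)), and so were Epb41l1 (the MOSE-I call ending without MOSE-E replicates 2 or 3 (adjusted p = 0.0530 and 0.0534)) and Epb41l4a (without MOSE-E replicates 2 or 3 (adjusted p = 0.104 and 0.0918)). Actg1 had a MOSE-I log2 change of 0.084 and Dbn1 missed the minimum change in MOSE-I cells (-0.95, passing without MOSE-I replicate 2 (adjusted p = 0.0232)). It has Tubb2b, Cenpe, Map6, Ndn and Vav2 change gradually. All 5 had MOSE-I means between the other stages, and of them Map6 was called in MOSE-I cells (log2 change -1.47, adjusted p = 0.0377), which ended without MOSE-E replicates 2 or 3 or MOSE-I replicates 1, 2 or 3 (adjusted p = 0.0640 to 0.162). It has Ninl as early. Here the MOSE-I fall of Ninl (-1.32, not called without MOSE-E replicates 2 or 3 or MOSE-I replicate 3 (adjusted p = 0.0625 to 0.0939)) was larger than the MOSE-L fall (-1.02, not called without MOSE-E replicate 2 (adjusted p = 0.0741), or without MOSE-L replicate 1 (log2 change -0.96)) by more than 0.4 as folds. It has all 12 mitotic genes fall. All 12 had negative changes and 10 were called, without Kif20a (log2 change -1.97, adjusted p = 0.0562, called with an added 200, by the methods' t-test and without MOSE-L replicates 1 or 2 (adjusted p = 0.0436 and 0.0178)) and Kif22 (log2 change -1.09, adjusted p = 0.0788, called by the mean over all probe sets and without MOSE-L replicate 1 (adjusted p = 0.0326)). The methods' t-test called 9 of the 12 lower without adjustment and none with it.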

Other observations

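Of the lists outside the paper's argument, only that of the Hox genes was called in MOSE-L cells with an estimated correlation too. The posterior patterning gene Hoxa9 fell from 2552 ± 202 in MOSE-E to 164 ± 52.2 in MOSE-L cells (log2 change -3.63, adjusted p = 4.16e-06; SD, n = 3), Hoxb6 from 598 ± 114 to 32.6 ± 36.2 (log2 change -3.04, adjusted p = 0.000239) and Hoxc10 from 835 ± 31.7 to 75.4 ± 24.7 (log2 change -2.84, adjusted p = 1.43e-05). Of 10 measured Hox genes 6 fell and none rose, and the same when adjusted over the list alone (adjusted p = 5.55e-07; adjusted p = 0.0494 with an estimated correlation). The antiviral enzyme Oas1a rose from 66.3 ± 35.9 to 1094 ± 759.8 (log2 change 3.03, adjusted p = 0.00837) and the antiviral protein Rsad2 from 121 ± 28.2 to 1165 ± 811 (log2 change 2.61, adjusted p = 0.00247). Of 25 interferon response genes 12 rose and none fell, also adjusted over the list alone (adjusted p = 5.25e-06; adjusted p = 0.394 with an estimated correlation; medians 0.55, 1.28 and 2.02 on MOSE-L replicates 1, 2 and 3). The peptide transporter Tap2, which loads class I molecules, rose from 166 ± 36.5 to 1102 ± 659 (log2 change 2.21, adjusted p = 0.00832), and of 9 genes of antigen presentation and X-linked cancer testis genes 3 rose and none fell, also adjusted over the list alone (adjusted p = 0.00338; adjusted p = 0.394 with an estimated correlation; medians 0.55, 0.88 and 1.90).

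Of the gonadal genes, the inhibin subunit Inhbb rose from 114 ± 58.2 to 1338 ± 228 (log2 change 3.14, adjusted p = 0.000178) and the cholesterol carrier Star, which starts steroid synthesis, from 35.6 ± 22.6 to 655 ± 648 (log2 change 2.70, adjusted p = 0.0106). A further probe set of Star stayed under the filter at 74.35, 221.2 and 216.3 on the MOSE-E and 370, 211.3 and 499.8 on the MOSE-L arrays, 1 of which lay within the MOSE-E range. The inhibin subunit Inhba fell from 3544 ± 2149 to 507 ± 224 (log2 change -2.51, adjusted p = 0.00733). Of 5 granulosa and steroidogenic genes 3 rose and 1 fell in MOSE-L cells, also adjusted over the list alone (adjusted p = 0.204; adjusted p = 0.406 with an estimated correlation). The mesenchymal regulator Twist1 fell from 606 ± 69.2 to 40.7 ± 27.3 (log2 change -2.89, adjusted p = 9.47e-05), while Snai2 rose from 1418 ± 594 to 5756 ± 410.0 in MOSE-I (log2 change 2.08, adjusted p = 0.00679) and 7364 ± 2507 in MOSE-L cells (log2 change 2.38, adjusted p = 0.000731). Of 16 mesenchymal genes 1 rose and 5 fell, also adjusted over the list alone (adjusted p = 0.0331; adjusted p = 0.394 with an estimated correlation), and camera's call ended without MOSE-E replicate 3 (adjusted p = 0.0604) or MOSE-L replicate 1 (adjusted p = 0.0637). E-cadherin (Cdh1) fell from 739 ± 234 to 56.0 ± 15.8 in MOSE-I and 52.4 ± 43.4 in MOSE-L cells (log2 change -3.00, adjusted p = 0.00125). Of 17 markers of ovarian surface epithelium and mesothelium 7 fell and none rose, also adjusted over the list alone (adjusted p = 0.00212; adjusted p = 0.394 with an estimated correlation), and of 21 YAP and TEAD target genes 1 rose and 5 fell, also adjusted over the list alone (adjusted p = 0.00655; adjusted p = 0.406 with an estimated correlation), among them Ccn2, from 33636 ± 13710.0 to 5338 ± 2271 (log2 change -2.62, adjusted p = 0.00311). Apc had a log2 change of -0.060 (adjusted p = 0.884), and protein kinase C β (Prkcb), at 78.3 ± 34.2 in MOSE-E, 48.5 ± 39.7 in MOSE-I and 117 ± 21.5 in MOSE-L cells, stayed under a signal of 500 and was not tested.

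The remaining lists did not pass camera between MOSE-L and MOSE-E cells. Counts are genes that rose and fell, with those adjusted over the list alone in brackets. They were 1 and 4 of 9 for epithelial junctions (1 and 4; adjusted p = 0.104), 1 and 2 of 6 for fibroblast and stroma (2 and 3; adjusted p = 0.199), 4 and 2 of 13 for chemokines and cytokines (7 and 3; adjusted p = 0.164), 5 and 3 of 22 for p53 targets (5 and 3; adjusted p = 0.742), 3 and 4 of 10 for imprinted genes (3 and 4; adjusted p = 0.457), 2 and 0 of 14 for the Wnt pathway (2 and 0; adjusted p = 0.863), and 2 and 0 of 20 for glycolysis and hypoxia (1 and 0; adjusted p = 0.483). No gene was called by limma in oxidative phosphorylation (33 genes; adjusted p = 0.264; mixed fry adjusted p = 0.00345), the protein kinase C family (3; adjusted p = 0.777; mixed fry adjusted p = 0.382) or the Cdkn2a locus (3; adjusted p = 0.918; mixed fry adjusted p = 1.00). Epithelial junctions passed without MOSE-E replicate 1 (adjusted p = 0.0394) or MOSE-L replicate 3 (adjusted p = 0.017), chemokines without MOSE-E replicate 3 (adjusted p = 0.0384), and oxidative phosphorylation without MOSE-L replicate 3 (adjusted p = 0.00412). Of the epithelial junction genes, Dsp and Pkp2 lost their calls as falls without MOSE-E replicate 2 (adjusted p = 0.165 and 0.0694). The Wnt list had a median of -0.069, a mean of 0.040 with camera pointing up, and imprinted genes a median of 0.15, a mean of -0.87 with camera pointing down.

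Between MOSE-I and MOSE-E cells camera called 13 lists, 3 higher and 10 lower, and none with an estimated correlation (2 at an unadjusted p under 0.05; fry called 16, and 24 in its mixed form). Oxidative phosphorylation was the list of lowest p among the higher ones, with 2 of 33 genes called, both higher (the same adjusted over the list alone; median 0.65, adjusted p = 7.19e-08; adjusted p = 0.356 with an estimated correlation). Between MOSE-L and MOSE-I cells camera called 17, 7 higher and 10 lower, and none with an estimated correlation (5 unadjusted; fry called 14, and 32 in its mixed form). Y-linked genes (7) and genes of other tissues (20) never passed a signal of 500. Of the values of macrophage, endothelial, oviduct and oocyte marker genes, 3.89, 4.58, 3.42 and 2.38% did, with the stages pooled. The shares were higher for granulosa and steroidogenic genes (13.3%) and for fibroblast and stroma genes (27.1%). The oocyte values were those of the germ cell gene Ddx4 on the MOSE-E arrays, at 6515, 2124 and 1363, and Ddx4 fell in MOSE-I (log2 change -4.65, adjusted p = 0.00218) and MOSE-L cells (log2 change -5.45, adjusted p = 0.000169). These values describe levels in whole cultures, and no cell was typed.

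Each comparison has 10 splits of its 6 arrays into groups of 3, too few for a share under 0.05. In each of the 4 results tested, 1 split, the real one, gave a result as large. The real split called 2077 probe sets between MOSE-L and MOSE-E, 793 between MOSE-I and MOSE-E and 1925 between MOSE-L and MOSE-I, and the highest of the other splits called 0 in each. For gene lists between MOSE-L and MOSE-E it was 20 against 17.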
